# MYC disrupts transcriptional and metabolic circadian oscillations in cancer and promotes enhanced biosynthesis

**DOI:** 10.1371/journal.pgen.1010904

**Published:** 2023-08-28

**Authors:** Juliana Cazarin, Rachel E. DeRollo, Siti Noor Ain Binti Ahmad Shahidan, Jamison B. Burchett, Daniel Mwangi, Saikumari Krishnaiah, Annie L. Hsieh, Zandra E. Walton, Rebekah Brooks, Stephano S. Mello, Aalim M. Weljie, Chi V. Dang, Brian J. Altman

## Abstract

The molecular circadian clock, which controls rhythmic 24-hour oscillation of genes, proteins, and metabolites in healthy tissues, is disrupted across many human cancers. Deregulated expression of the MYC oncoprotein has been shown to alter expression of molecular clock genes, leading to a disruption of molecular clock oscillation across cancer types. It remains unclear what benefit cancer cells gain from suppressing clock oscillation, and how this loss of molecular clock oscillation impacts global gene expression and metabolism in cancer. We hypothesized that MYC or its paralog N-MYC (collectively termed MYC herein) suppress oscillation of gene expression and metabolism to upregulate pathways involved in biosynthesis in a static, non-oscillatory fashion. To test this, cells from distinct cancer types with inducible MYC were examined, using time-series RNA-sequencing and metabolomics, to determine the extent to which MYC activation disrupts global oscillation of genes, gene expression pathways, and metabolites. We focused our analyses on genes, pathways, and metabolites that changed in common across multiple cancer cell line models. We report here that MYC disrupted over 85% of oscillating genes, while instead promoting enhanced ribosomal and mitochondrial biogenesis and suppressed cell attachment pathways. Notably, when MYC is activated, biosynthetic programs that were formerly circadian flipped to being upregulated in an oscillation-free manner. Further, activation of MYC ablates the oscillation of nutrient transporter proteins while greatly upregulating transporter expression, cell surface localization, and intracellular amino acid pools. Finally, we report that MYC disrupts metabolite oscillations and the temporal segregation of amino acid metabolism from nucleotide metabolism. Our results demonstrate that MYC disruption of the molecular circadian clock releases metabolic and biosynthetic processes from circadian control, which may provide a distinct advantage to cancer cells.

## Author summary

Circadian rhythms are 24h-day/night cycles that temporally compartmentalize cellular, biochemical, physiological, and behavioral processes. These oscillations are generated by a set of ubiquitous proteins that compose the “molecular clock”. Dysfunctional circadian rhythms are associated with pathologies including cancer. The oncogene MYC, which is frequently altered in human cancers, interferes with the molecular clock. However, it is still not fully understood how MYC impacts these oscillations and how this could support cancer development. Using time-series RNA-sequencing and metabolomics in three distinct cancer cell lines, we demonstrated that MYC upregulation in cancer cells disrupted over 85% of oscillating genes. MYC triggered enhanced ribosomal and mitochondrial biogenesis while concurrently inhibiting cell attachment pathways. Intriguingly, MYC activation reshaped biosynthetic programs, stimulating their continuous upregulation. Furthermore, MYC altered nutrient transporter proteins, leading to increased expression and altered amino acid levels. MYC also changed the time of the day in which metabolites related to amino acid and nucleotide metabolism peaked in cancer cells. Collectively, our findings indicate that MYC-driven perturbations of the circadian clock release metabolic and biosynthetic processes from circadian control, potentially offering a metabolic advantage to cancer cells. This study sheds new light on the intricate interplay between molecular circadian regulation and cancer metabolism.

## Introduction

Circadian rhythms are ~24-hour rhythms that occur in many organisms and can be observed on the cellular level to rhythmically control transcription, protein levels, and metabolic processes. Recent analyses have revealed that many human cancers have disrupted or ablated circadian clocks. However, what impact circadian disruption has on cancer cell transcriptional and metabolic programming has not been determined.

Circadian rhythms entrain organisms’ activity (such as sleep-wake cycles) and metabolism (such as segmentation of catabolism and biosynthesis) to the day / night cycle. The ‘central clock’, housed within the suprachiasmatic nucleus of the hypothalamus, receives light signals through the eye and communicates these signals to peripheral cell-autonomous ‘molecular clocks’ present in every cell and tissue, which control oscillatory gene expression [1]. The molecular clock is controlled by the basic helix-loop-helix (bHLH) transcription factors CLOCK and BMAL1 (encoded by *ARNTL*), which, as a heterodimer, rhythmically regulate target gene expression in an oscillatory fashion [1]. CLOCK and BMAL1 control their own activity and levels through a series of feedback loops. In the first and most central loop, rhythmically produced PER and CRY proteins inhibit the activity of CLOCK and BMAL1, leading to antiphase oscillation of CLOCK-BMAL1 activity and PER and CRY levels and localization. In a second accessory loop required for molecular clock function in many cells and tissues, the nuclear hormone receptors and transcriptional repressors REV-ERBα and REV-ERBβ compete with the transcriptional ROR activators to control rhythmic transcription of BMAL1 (*ARNTL*) ([1–3]). The molecular clock is thus responsible for the rhythmic regulation of thousands of transcripts in mouse and primate, comprising more than 50% of protein coding transcripts in some tissues [4,5]. Oscillatory gene expression arises from direct action of CLOCK-BMAL1 on promoters and enhancers, from binding of the REV-ERB and ROR family to promoters, and from action of secondary tissue-specific transcription factors that themselves are rhythmically controlled by the molecular clock [6,7]. Importantly, not all oscillation in a cell arise solely from mRNA: several studies have shown that proteins and metabolites also oscillate in a manner not directly dependent on mRNA oscillation [8–10].

The molecular circadian clock is tumor suppressive in many tissues. Indeed, disruption of the molecular clock, either by behavioral disruption or genetic mutation, can accelerate or initiate tumorigenesis in lung, liver, bone, colon, pancreas, melanocyte, and other tissue types [11–20]. Supporting the notion that the clock is tumor suppressive in human cancer, circadian gene expression is often disrupted in tumor tissue as compared to normal tissue [21]. Perhaps more importantly, three independent computational analyses each revealed that normal progression and oscillation of the circadian clock is dampened or lost in human tumor tissue compared to normal tissue [22–24]. We and others have proposed that clock disruption in cancer may release cellular processes such as cell cycle or metabolic fluxes from circadian control to be constantly and statically up- or downregulated [25,26]. Supporting this notion, breast cancer patients with mutations in molecular clock genes have a worse survival rate than those with wild-type alleles [21]. However, given that mutations in individual molecular clock genes are rare [21], it remains unclear how circadian disruption arises in cancer cells, and what formerly circadian programs lose oscillation as a result of this disruption.

A well-defined source of circadian disruption in cancer is amplification of the *MYC* oncogene or its closely related paralogue *MYCN* (N-MYC), which leads to overexpression of MYC or N-MYC. Amplification of at least one *MYC* family member is quite common in human cancer, overall occurring in nearly one third of all cases [27]. The MYC-family proteins are E-box binding transcription factors which, when amplified, tend to drive continued transit through the cell cycle, and to upregulate nutrient uptake, protein translation, and biomass accumulation, amongst many other functions [27–29]. Amplified MYC has also been proposed to increase overall transcriptional output [29,30]. Amplified MYC and N-MYC have been shown in multiple cancer models to dampen or ablate molecular clock gene oscillation [31–36]. We identified a mechanism whereby MYC and N-MYC directly upregulate the REV-ERB proteins, leading to BMAL1 suppression and a collapse of molecular clock gene oscillation [31,32]. We also observed that cell-autonomous oscillation of glucose was disrupted by MYC [31]; however, it remained unclear which global transcriptional and metabolic programs that are normally circadian controlled were disrupted by MYC amplification. Since MYC drives enhanced nutrient uptake and biosynthesis across multiple cancer types, we hypothesized that MYC disruption of the molecular clock releases these processes from circadian control to instead be enhanced by amplified MYC.

In this study, we utilize multiple cell line models representing neuroblastoma and osteosarcoma to determine the role of MYC overexpression in disruption of circadian oscillations of transcription and cell-autonomous metabolism. We perform time-series analysis to identify which transcriptional programs are circadian in the absence of MYC across multiple cell lines; and to also determine, in a time-independent fashion, which genes and pathways MYC upregulates or suppresses in common between the three cell models. We next combine these two analyses to determine which gene expression programs and pathways switch from being oscillatory to being up- or downregulated when MYC is activated. In our analysis, we have taken an agnostic approach, presenting the most significantly enriched genes and pathways rather than choosing specific pathways of interest. Using this agnostic approach, we determine that across multiple cell lines, pathways associated with metabolism and biosynthesis lose oscillation and become upregulated by MYC in a static, oscillation-independent fashion. Finally, we examine which metabolic circadian cycles are disrupted by MYC, and how these connect to changes in the oscillation and expression of nutrient transporters.

## Results

### Oncogenic MYC ablates global transcriptional oscillation

We and others have shown that ectopic MYC disrupts the molecular clock machinery across several types of cancer models [31–36]. Since many of the components of the molecular clock pathway, including CLOCK, BMAL1, and the REV-ERB proteins are transcription factors, it can be surmised that disruption in normal oscillation of the molecular clock may lead to loss of rhythmicity of global circadian output. Similarly, MYC may upregulate genes and programs formerly regulated by the molecular clock. Therefore, the global transcriptional impact of loss of molecular clock gene expression rhythmicity remained unclear. To address this, we utilized three separate cancer cell lines we previously characterized to have intact molecular clocks that are disrupted by overexpressed MYC or N-MYC: SHEP N-MYC-ER (neuroblastoma), SKNAS N-MYC-ER (neuroblastoma), and U2OS MYC-ER (osteosarcoma) [31,32]. All three lines have inducible overexpressed MYC-ER or N-MYC-ER that is activated by 4-hydroxytamoxifen (4OHT). In this model, MYC-ER or N-MYC-ER is constitutively expressed, and when exposed to 4OHT, translocates to the nucleus to lead to upregulation of target genes [31,37]. Activated MYC-ER and N-MYC-ER will henceforth be referred to for all cell lines as MYC-ON. When overexpressed MYC-ER is inactive in control conditions, this condition is referred to as MYC-OFF; these cells are treated with ethanol as a vehicle control. We quantified the degree of MYC or N-MYC overexpression in all 3 cell lines, by qPCR (SHEP and SKNAS) and by immunoblot (U2OS). We found that N-MYC-ER was overexpressed ~750-fold in SHEP and ~7000 fold in SKNAS compared to endogenous N-MYC in SKNAS (SHEP do not express N-MYC) (**S1A Fig**), while MYC-ER was overexpressed ~5.5-fold in U2OS, (**S1B Fig**). We performed time-series qPCR analysis on these three cell lines with or without MYC activation in n = 2 biological replicates per cell line: cells were entrained with dexamethasone at CT0, and collected from CT24-72 or 76 at 2–4 hour intervals. CT refers to ‘circadian time’, the number of hours after dexamethasone entrainment. qPCR analysis revealed that in all three lines, MYC elevated *PER2* and *NR1D1* (REV-ERBα) while suppressing *ARNTL* (BMAL1) (**Fig 1**). In addition, we used the ECHO algorithm [38] to detect oscillation in our time-series qPCR. MYC and N-MYC ablated rhythmicity of REV-ERBα in SHEP and U2OS, BMAL1 in SHEP and SKNAS, and *PER2* in SKNAS. This agrees with prior findings from our lab and others that MYC and N-MYC dampen or ablate oscillation of core molecular circadian clock genes [31–36]. In contrast, we previously showed that tamoxifen on its own does not affect the molecular clock, nor does expression of a MYC-ER protein that lacks transcriptional activity [31].

**Fig 1:**
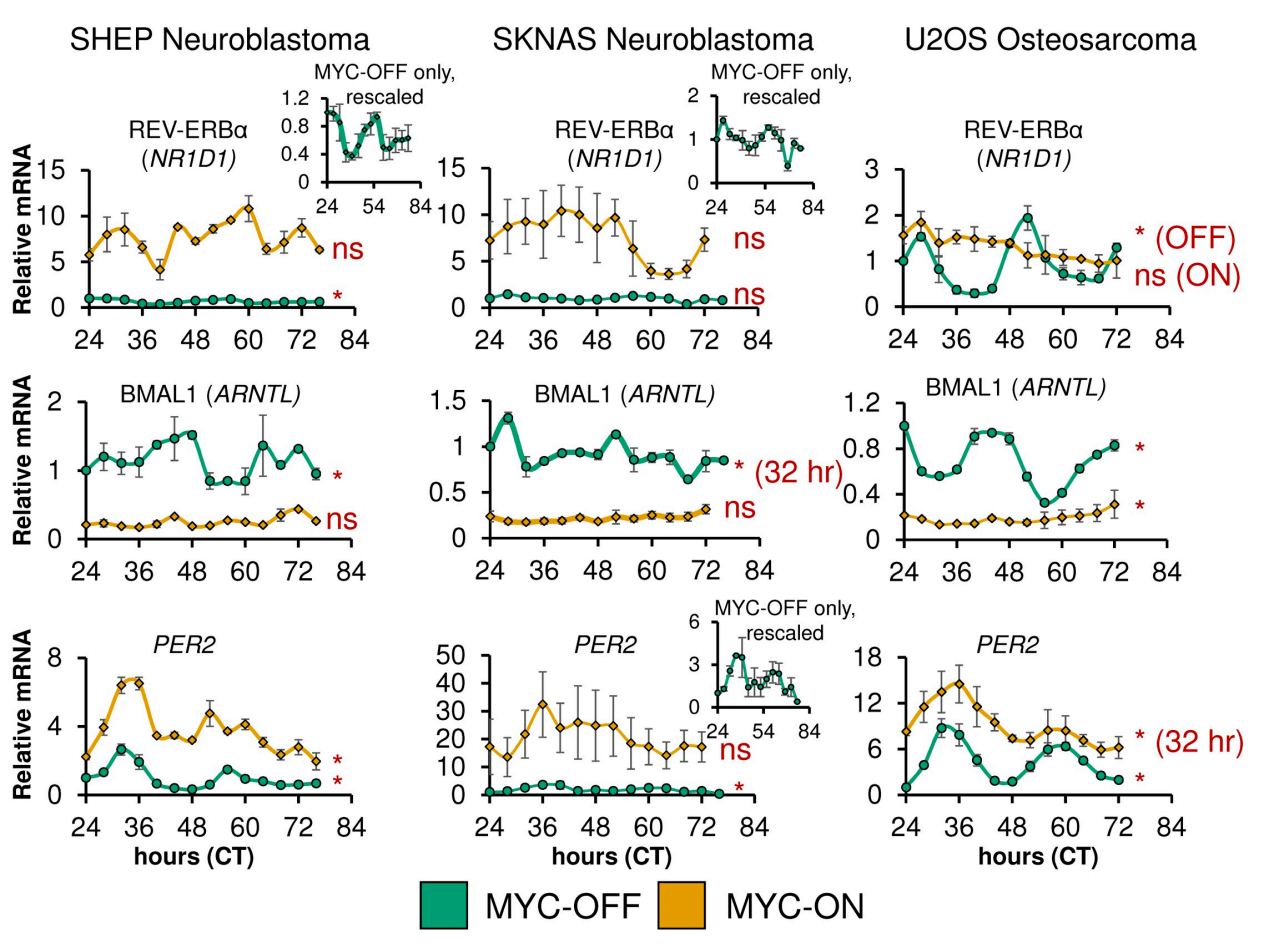
Oncogenic MYC disrupts molecular clock gene oscillation in cancer cells. SHEP N-MYC-ER, SKNAS N-MYC-ER, and U2OS MYC-ER were treated with ethanol control (MYC-OFF) or 4-hydroxytamoxifen (MYC-ON) (4OHT) to activate MYC, and entrained with dexamethasone, and after 24 hours, RNA was collected every 2–4 hours for the indicated time period. Expression of the indicated genes was determined by quantitative PCR (qPCR), normalized to β2M. n = 2 biological replicates were performed, with error bars representing standard error of the mean (S.E.M.). CT = circadian time. Note the inset MYC-OFF only graphs for SHEP *NR1D1*, and SKNAS *PER2*, to show oscillation of these genes in MYC-OFF cells on a different scale. qPCR results were analyzed for rhythmicity by ECHO for both MYC-OFF and MYC-ON, with genes with a p value of < 0.05 and a BH.Adj.P.Value < 0.05 deemed rhythmic. For those with a period outside the 20–28 hour range, this is noted.

Our MYC-ER and N-MYC-ER cell lines model acute MYC overexpression, but do not show whether inhibiting MYC in amplified settings also affects clock gene expression. We previously showed in models of MYC amplification representing liver cancer (tumors and cell lines) and Burkitt’s Lymphoma that suppressing amplified MYC leads to changes in clock gene expression, including increasing BMAL1 (which suggested that MYC suppressed BMAL1 in these settings) [31,32]. To further query the how suppressing elevated MYC in cancer cells may affect circadian gene expression, we leveraged publicly available data where PC3 prostate cancer cells, known to have high endogenous (non-amplified) MYC levels [39,40], were treated with the new generation MYC inhibitor MYCi361 [41]. Using differential expression analysis with DeSeq2 [42], we found that in cells treated with MYCi361, BMAL1 was upregulated and *PER2* was downregulated, suggesting that MYC suppresses BMAL1 and upregulates *PER2* in these cells, similar to in SHEP, SKNAS, and U2OS (**S1C Fig**). In contrast, MYCi361 led to upregulation of *NR1D1* (REV-ERBα) and *NR1D2* (REV-ERBβ) suggesting that in these cells, MYC suppressed the REV-ERBs (**S1C Fig**). While the mechanism for how *MYC* affects expression of molecular clock genes in these cells remains unclear, these findings show that suppression of naturally elevated endogenous MYC changes molecular clock gene expression.

We next performed RNA-sequencing of each circadian time series in the three cancer cell lines with or without MYC activation, as replicates, and used the ECHO algorithm [38] to detect oscillating genes. 

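For SKNAS N-MYC-ER, a neuroblastoma cell line, the values of series replicate 2 were analysed, and replicate 1 of SKNAS as well as SHEP and U2OS were not analysed here. Replicate 2 holds 13 MYC-OFF samples treated with ethanol and 13 MYC-ON samples treated with 0.5 μM 4OHT, all entrained with 0.1 μM dexamethasone and collected from CT24 to CT72 at intervals of 4 hours. Each condition has 1 library per time point, so the 13 time points of a condition stand in for replicates, as in the paper, and each SD is taken across them. The authors trimmed the reads with FASTP, quantified them with Salmon 1.3.0 on the Gencode v35 transcripts of GRCh38, collapsed the values to genes with Tximport 1.12.3 and deposited TPM for each gene. TPM hold no read numbers. The paper gives an average number of reads per sample for replicate 2, but the depth of each library is unknown. Between 14292 and 14712 genes per library had a TPM of at least 1 in MYC-OFF (median 14532), and between 13924 and 14467 did in MYC-ON (median 14152). *MYCN*, which encodes N-MYC and lies on chromosome 2 of GRCh38 from 15940550 to 15947007, was listed at 708 ± 44.7 TPM (SD, n = 13 time points) in MYC-OFF and at 868 ± 108 TPM (SD, n = 13) in MYC-ON, and the table does not part reads of the N-MYC-ER transgene from those of the endogenous gene. The oscillator model on which ECHO is based, a cosine whose amplitude may grow or decay, was fitted by least squares to the linearly detrended TPM of each gene with a TPM above 0 in at least 70% of the libraries of a condition. Periods were searched from 8 to 48 hours and damping coefficients up to a size of 0.3 in either direction. The p-value of a gene was that of the two-sided exact Kendall test of fitted against detrended values. A gene was called oscillating with a period of 20 to 28 hours, a damping coefficient of at most 0.15 in size, a p under 0.05 and a Benjamini-Hochberg adjusted p under 0.1, the limit the paper used for SKNAS. Coordinates are those of GENCODE v44 on GRCh38, in which 60028 of the genes listed were found.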

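In SKNAS MYC-OFF replicate 2, 2045 of 21175 genes tested were called oscillating. Before the limits on period and damping, 87.8% of the genes tested had a Kendall p under 0.05. When the 13 time points were put into 99 random orders and the model was fitted again, between 1279 and 5234 genes were called, with a median of 2134, and 57 of 100 orders, the real one included, gave at least as many genes as the real order. With p-values taken from these reordered fits in place of the Kendall table, 0 genes were called, against 918 with an unadjusted p under 0.05. With the period searched from 20 to 28 hours only, 8288 genes were called. Among called genes with a mean of at least 1 TPM, *USP24* had the lowest p (1.42e-07, adjusted p = 7.50e-04, two-sided exact Kendall test with Benjamini-Hochberg adjustment), with a period of 26 hours and an amplitude of 0.765 TPM around a mean of 18.1 ± 1.08 TPM (SD, n = 13 time points). *USP24* encodes a ubiquitin-specific protease and lies on chromosome 1 of GRCh38 from 55066359 to 55215378. The next lowest p was that of *SUZ12P1* (5.51e-07, adjusted p = 0.00117, exact Kendall test), a pseudogene whose values are uncertain because its reads can be shared with those of *SUZ12*. *RFX3*, *LINC00863* and *GNPTAB* shared the p that followed (5.20e-06, adjusted p = 0.00147, exact Kendall test), with periods of 22.5, 20.5 and 22 hours.

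**Figure D1:**
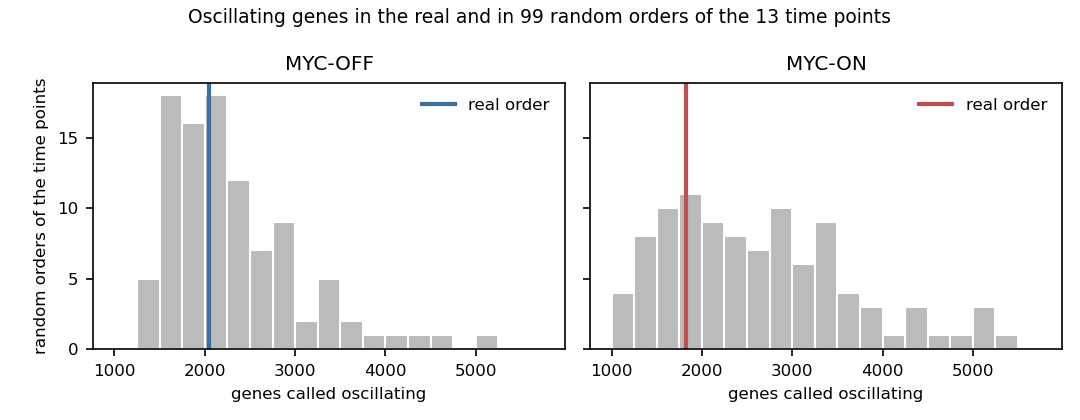
Histograms of the number of genes called oscillating (x axis) over 99 random orders of the 13 time points (y axis, number of orders) in SKNAS MYC-OFF and MYC-ON, with the real order as a vertical line. In MYC-OFF the real order, with 2045 genes, lies near the median of 2134 of the random orders, and in MYC-ON the line at 1820 lies below their median of 2493.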

Depending on cell line, we detected between ~700–1600 oscillating genes in the MYC-OFF condition (**Fig 2A**). To determine how the strength of these oscillations in MYC-OFF compared to established primary cell models of circadian oscillation, we downloaded publicly available time-series datasets of entrained primary macrophages (Mϕ) and mouse embryonic fibroblasts (MEFs) in constant, free-running conditions after entrainment [9,43], and analyzed them with ECHO. For each analysis, we compared median amplitude of all oscillating genes. We found that the median amplitude of oscillating genes in MYC-OFF in U2OS, SHEP and SKNAS was between ~0.5 and 1.7, which was within the range of what was observed in primary macrophages (0.35) and MEFs (1.7) (**S2A Fig**), suggesting that the transcriptional oscillations we observed in cancer cell lines were of a similar amplitude to those in primary cells. 

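In SKNAS MYC-OFF replicate 2, the median fitted amplitude at CT24 over the 2045 called genes was 0.672 TPM, with a 95% confidence interval of 0.608 to 0.747 TPM from order statistics across genes, which are not independent replicates. The middle 50% of the called genes had amplitudes between 0.182 and 2.49 TPM. Restricting the calls to genes with a mean of at least 1 TPM moved the median most, to 1.79 TPM over 1264 genes, and carrying the amplitude back to CT0 gave 0.939 TPM. Amplitudes in TPM follow the expression of the called genes, whose median mean was 2.86 TPM, and the median amplitude relative to the mean of the gene was 22.5%.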

We next asked which specific genes oscillated in common in MYC-OFF SHEP, SKNAS, and U2OS cells. 

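In SKNAS MYC-OFF replicate 2, the clock genes *PER2* and *CRY2* were called oscillating and *PER3* was not. *PER2*, on chromosome 2 of GRCh38 from 238244044 to 238290102, had a mean of 1.41 ± 0.487 TPM (SD, n = 13 time points), a fitted period of 24.5 hours and an amplitude of 0.978 TPM at CT24 (p = 7.03e-05, adjusted p = 0.00275, exact Kendall test). *CRY2*, on chromosome 11 from 45847118 to 45883248, had a mean of 7.05 ± 1.49 TPM (SD, n = 13), the same fitted period and an amplitude of 1.94 TPM (p = 0.00429, adjusted p = 0.0110, exact Kendall test). *PER3*, on chromosome 1 from 7784291 to 7845177, had a mean of 1.61 ± 0.462 TPM (SD, n = 13), and its best fit had a period of 8 hours and a damping coefficient of 0.2, both outside the limits (p = 0.0422, exact Kendall test). With the period searched from 20 to 28 hours only, *PER3* was called as well, in MYC-OFF and in MYC-ON. None of these 3 genes was called with p-values from reordered time points, or over all genes tested by limma's F test of a 24-hour cosine, in which the p of *PER2* was 0.00281, that of *CRY2* 0.00452 and that of *PER3* 0.118 before adjustment.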

Supporting the notion that the identity of circadian output genes is highly variable between different cell and organ systems [4,5], there was little overlap in the specific identity of oscillating genes in the MYC-OFF conditions amongst the three cell lines, with only 3 molecular clock genes, *CRY2*, *PER2*, and *PER3*, oscillating in common in all 3 cell lines. (**Fig 2B**). 

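Of the 2045 genes called oscillating in SKNAS MYC-OFF replicate 2, 1877 were not called in MYC-ON, which is 91.8% (95% Wilson interval 90.5% to 92.9%, across genes). The 168 genes called in both conditions compare with 160 for calls that are independent between the conditions, over the 20238 genes tested in both (odds ratio 1.06, two-sided Fisher's exact test, p = 0.487). When the time points of each condition were put into 99 random orders, the share of genes called in one condition and not in the other was between 72.2% and 95.9%, with a median of 89.0%, and 25 of 100 orders, the real one included, gave a share at least as large. The period searched from 20 to 28 hours only moved the share most, to 78.1%. *PER2* and *CRY2* were among the genes no longer called, with best periods of 35.5 and 37 hours in MYC-ON. The MYC-ON libraries of CT60 and CT68 lie apart from the others. They held *PER2* at 7.49 and 8.86 TPM against 12.9 TPM at CT64, and *CRY2* at 13.8 and 12.5 TPM against 15.6 TPM. The oscillator was not fitted without these libraries, so their part in the loss of these calls is unknown.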

Nonetheless, when we examined these oscillatory genes in the MYC-ON condition, we found that 90% or more of genes that oscillated in MYC-OFF no longer oscillated in MYC-ON (**Fig 2A**). This suggested a global collapse of the normal transcriptional oscillatory program in the presence of ectopic MYC.

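The rhythms of MYC-OFF and MYC-ON were also compared directly, on log2(TPM + 0.5) of the 15918 genes with a TPM of at least 0.5 in at least 13 libraries. In limma's F test of the interaction of condition with a 24-hour cosine, beside a linear trend per condition, 0 genes had an adjusted p under 0.1 and 412 had an unadjusted p under 0.05, against a median of 471 when the conditions were swapped at random time points after the mean and linear trend of each were removed. Within MYC-OFF alone, 0 genes passed and 656 had an unadjusted p under 0.05, and within MYC-ON alone, 0 genes passed and 488 did, against medians of 541 and 545 over random orders of the time points. With CT60 and CT68 left out, a setting chosen after seeing the data, 546 genes in MYC-OFF and 785 in MYC-ON had an unadjusted p under 0.05, so the order of the conditions reversed, and 0 passed. With a 28-hour cosine, 0 genes passed, but 1749 had an unadjusted p under 0.05 for the difference and 2177 within MYC-OFF. With the 24-hour cosine beside a cubic trend, also chosen after seeing the data, these numbers were 857 and 1607, with 0 passing. On simulated data with the spread of these libraries, the test of the difference called 67.5% of the genes given a difference in rhythm of 0.5 on the log2 scale and 5.5% of those with 0.2, and the test within a condition called 84% and 10% of genes given such a rhythm. In each simulation 200 genes were given the rhythm, and noise was drawn independently for each gene. Differences between libraries that many genes share were not simulated, so these percentages need not hold for the real data. From the share of genes that no longer oscillated in MYC-ON (Fig 2A), the paper proposes a global collapse of the normal oscillatory program when ectopic MYC is present.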

**Fig 2:**
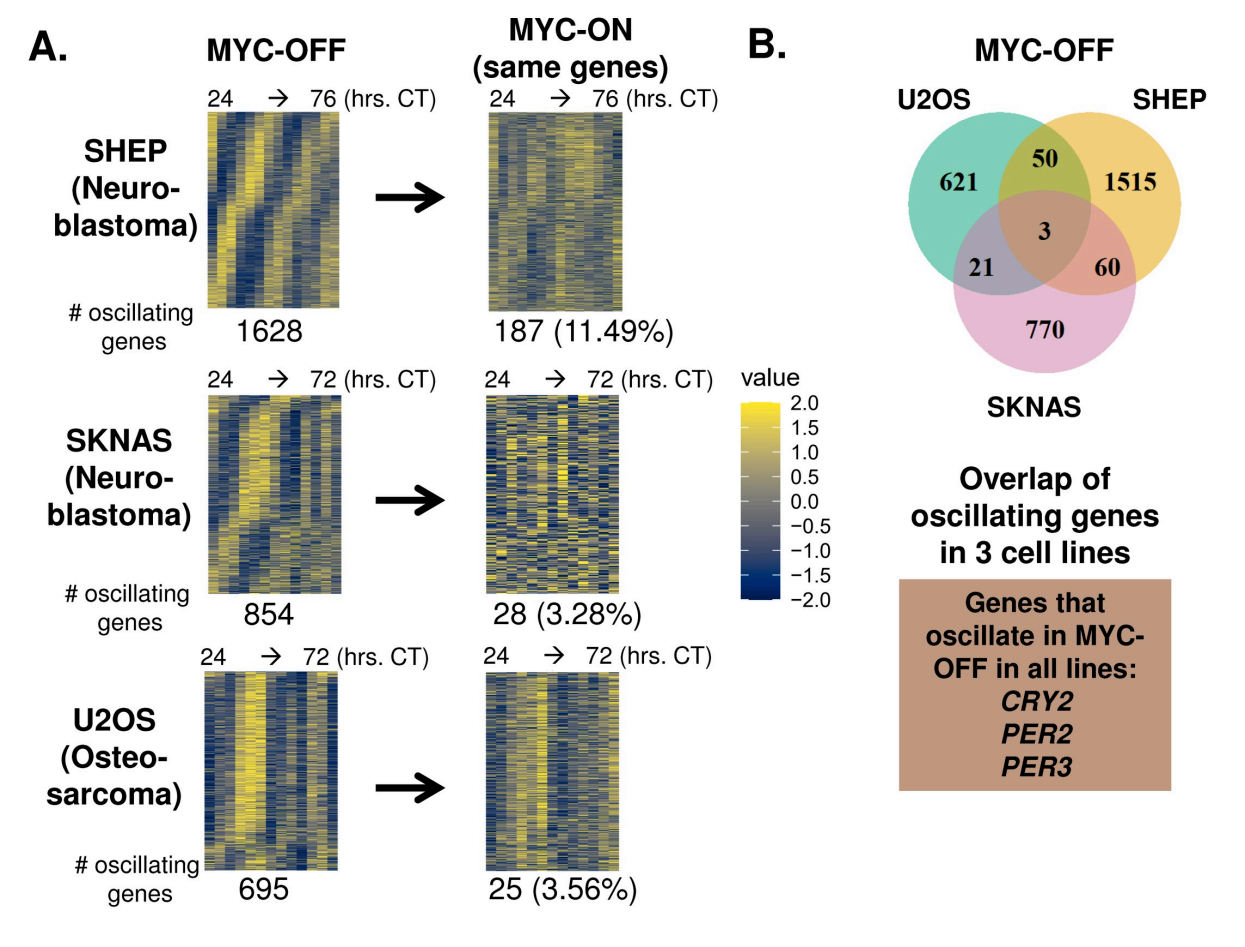
Oncogenic MYC disrupts global transcriptomic circadian oscillation in cancer cells. **A.** RNA-sequencing was performed on the same n = 2 replicate SHEP N-MYC-ER, SKNAS-N-MYC-ER or U2OS MYC-ER time series ± 4OHT and + dexamethasone shown in **Fig 1**, with RNA samples collected every 2–4 hours at the indicated timepoints. RNA was analyzed for rhythmicity by ECHO for both MYC-OFF and MYC-ON, with genes with a 20–28 hour period and with p value < 0.05 and a BH.Adj.P.Value < 0.05 (SHEP, U2OS) or 0.1 (SKNAS) deemed rhythmic. These genes were sorted by phase and are presented in a heatmap for MYC-OFF. For MYC-ON, the same genes that are rhythmic in MYC-OFF are presented in the same order, but with MYC-ON values instead. **B.** The overlap of oscillating genes in MYC-OFF identified in **(A)** is shown by Venn diagram. Those genes that oscillated in all 3 cell lines are highlighted below the Venn diagram.

Surprisingly, when MYC was activated, many genes gained oscillation that were previously not oscillatory. 

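In SKNAS MYC-ON replicate 2, 1820 of 21592 genes tested were called oscillating, and 1652 of them, 90.8% (95% Wilson interval 89.4% to 92.0%, across genes), were not called in MYC-OFF. In 99 random orders of the MYC-ON time points, between 1145 and 5343 genes were called, with a median of 2493, and 74 of 100 orders, the real one included, gave at least as many genes. The share not called in the other condition was at least as large in 45 of 100 orders. Searching only the 20 to 28 hour range moved the share most, to 64.2% of 5084 called genes. Among called genes with a mean of at least 1 TPM, *DYSF*, which encodes the membrane protein dysferlin on chromosome 2 of GRCh38 from 71453561 to 71686763, had a p of 1.81e-06 (adjusted p = 0.00170, exact Kendall test), a period of 24.5 hours and a mean of 1.40 ± 0.405 TPM (SD, n = 13 time points). *CLDN4* and *NFKBIA* each had a p of 1.35e-05 in the same test, with periods of 23.5 and 22.5 hours.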

We found that MYC-ON cells contained between ~500–1500 oscillating genes, with approximately 90% not oscillating in MYC-OFF (**S2B Fig**). MYC suppresses BMAL1 expression (**Fig 1** and [31–34]), and it was previously suggested that oscillations occurring in low or absent BMAL1 may be of very low amplitude [44,45]. To test whether this was occurring in our cell line models, we examined the amplitude of all genes oscillating with a circadian period in MYC-OFF and MYC-ON (**S2C Fig**). 

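In SKNAS replicate 2, the median amplitude at CT24 of the 1820 genes called oscillating in MYC-ON was 0.258 TPM (95% confidence interval 0.225 to 0.287 TPM, from order statistics across genes), below the interval of MYC-OFF. The genes called in MYC-ON were also expressed at a lower level, with a median mean of 1.16 TPM, and their median amplitude relative to the mean was 19.2%. Keeping only genes with a mean of at least 1 TPM gave a median of 0.832 TPM over 942 genes in MYC-ON. The difference between the conditions was not tested, since the called genes are neither the same genes nor independent of each other.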

We found no particular tendency of oscillating genes to be of lower amplitude in MYC-ON across all three cell lines. Overall, these results showed that activation of ectopic MYC suppressed normal circadian oscillatory output across multiple independent models.

### Oncogenic MYC causes a shift in the number and identity of oscillating transcriptional programs

While the individual identity of oscillating genes varies widely between tissues, there are basic cellular functions that are nonetheless commonly circadian-regulated across multiple tissues and cell types [4,5]. For instance, it was shown in baboon that metabolic, vesicle-trafficking, and cell membrane and junction gene expression programs are commonly rhythmic in many different tissues [5]. Given the lack of overlap in the specific identity of oscillating genes in our three cell line models in MYC-OFF conditions, we next asked which transcriptional programs oscillated in each of these cells. To accomplish this, we used complementary methods of phase-dependent and phase-independent analysis. Phase-dependent analysis assumes that mRNAs in a given pathway or group peak together in the same circadian phase, and thus groups genes that peak together for pathway analysis. We used the phase-dependent algorithm Phase Set Enrichment Analysis (PSEA) to determine which gene sets and pathways were enriched in oscillating genes in MYC-OFF and MYC-ON in a phase-dependent fashion [46]. To determine when these programs peaked, we plotted significantly enriched oscillating programs on radial histograms, which circularize the X-axis to accurately show a repeating circadian time scale of CTs. Similar to individual genes in **Fig 2**, most of the enriched oscillatory programs in MYC-OFF did not oscillate in MYC-ON (**Fig 3A**). Intriguingly, even when oscillation was maintained from MYC-OFF to MYC-ON, the time in which these programs peaked was altered. For instance, in SHEP MYC-OFF, most gene expression programs detected peaked between CT 17–21, while in MYC-ON, those that were shared instead peaked mostly between CT 6–15. 

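PSEA was not repeated on SKNAS replicate 2, and the peak times of single genes were counted in its place. With the fitted period after CT24 divided into equal windows, each 25% of the period, the peaks of the 2045 genes called in MYC-OFF numbered 350, 512, 704 and 479 from the earliest window to the latest, with a median period of 23 hours. Of the 1820 genes called in MYC-ON, the corresponding numbers were 391, 400, 464 and 565, with a median period of 23.5 hours. For the 168 genes called in both conditions, both peaks lay within 25% of a period of each other in 93, or 55.4%, where unrelated peaks give 50%.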

In SKNAS, only a single gene set amongst the 351 sets detected by PSEA to rhythmically peak in MYC-OFF continued to oscillate in MYC-ON. U2OS osteosarcoma were similar to SHEP: in MYC-OFF, the strongest peak occurred at CT16, while no shared gene sets peaked at this time in MYC-ON. The gene sets determined as being oscillatory in MYC-ON also had different timing of peak expression compared to MYC-OFF (**S3A Fig, compare to Fig 3A**). We focused on which gene expression programs were shared by at least two cell lines and ranked these according to average significance score across the cell lines. Similar to previous findings in baboon, in MYC-OFF cells, those shared between cell lines corresponded to endoplasmic reticulum and cell junction and contact, as well as cell cycle / DNA replication (**Fig 3B**). In contrast, there was far less overlap of oscillating gene expression programs in MYC-ON (**S3B Fig**), and no identifiable common themes emerged. This suggested that some generalities exist in SHEP, SKNAS, and U2OS without elevated MYC; while by contrast, MYC overexpression does not drive a common oscillatory program at the transcript level in different cell lines.

**Fig 3:**
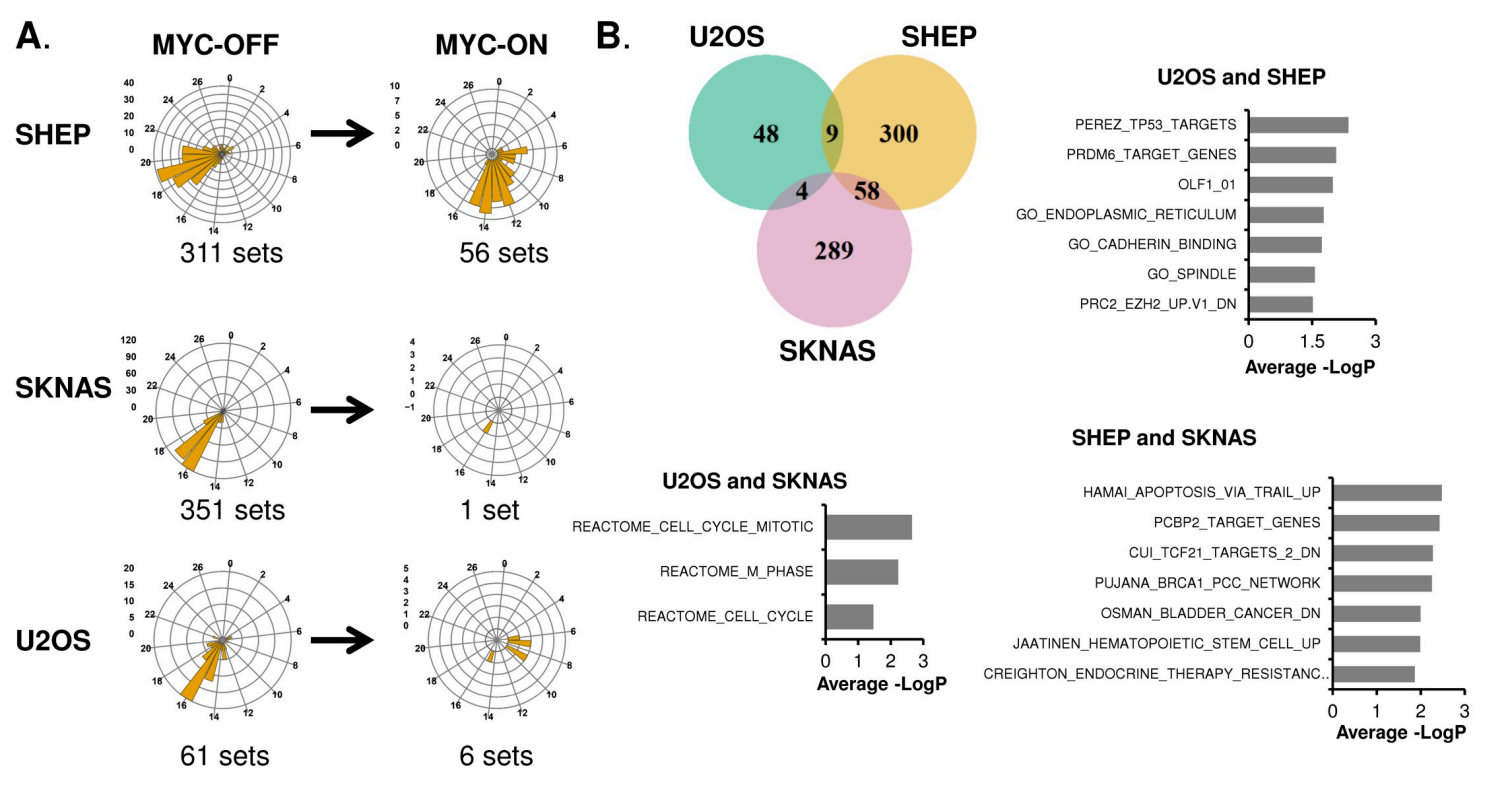
Oncogenic MYC shifts the identify of oscillating transcriptional programs. **A.** Oscillatory genes in SHEP N-MYC-ER, SKNAS-N-MYC-ER or U2OS MYC-ER were analyzed with Phase Set Enrichment Analysis (PSEA) for oscillatory pathway enrichment, with a period of 20–28 hours and q-value (vs. background)< 0.2 and p-value (vs. background) <0.1 deemed significant. Oscillatory pathways were binned by hour and plotted on a polar histogram, which is a circular histogram that accurately displays a repeating circadian scale on the X-axis. The Y-axis scale for each histogram is on the left side. MYC-OFF significant pathways are shown, and the same pathways are also plotted for MYC-ON. **B.** Overlap of oscillatory programs in MYC-OFF are shown by Venn diagram, and identity of oscillatory programs are plotted by average of–LogP from each cell line of overlap. The most highly significant pathways (up to 10) for each overlap are shown.

We also utilized a phase-independent analysis methodology to determine which transcriptional programs were enriched amongst oscillatory genes. Some oscillatory programs, including cell cycle and the molecular circadian clock itself, have genes that may peak at different times of the day [47,48], making detection of these programs with PSEA less efficient. Thus, we analyzed oscillatory genes in each cell line regardless of their peak of oscillation for pathway enrichment with ToppFun functional enrichment suite, which combines several different pathway enrichment libraries [49]. We found that, despite the fact that there were largely similar numbers of oscillating genes between MYC-OFF and MYC-ON, there tended to be less enriched gene sets among MYC-ON. 

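Clock genes were counted among the oscillating genes of SKNAS replicate 2 with a list of 24 core clock genes, since the ToppFun libraries were not used here. In MYC-OFF, 6 of the 24 were called oscillating, *CRY1*, *CRY2*, *PER2*, *TEF*, *ARNTL* and *BHLHE40*, an odds ratio of 3.12 against the other genes tested (two-sided Fisher's exact test, p = 0.0236). Across the alternative settings that gave a value the odds ratio stayed between 2.59 and 3.95, while 16 of 100 orders of the time points, the real one included, gave as many called clock genes. *TEF*, on chromosome 22 of GRCh38 from 41367333 to 41399326, had a period of 25 hours, an amplitude of 1.16 TPM and a mean of 1.82 ± 0.669 TPM (SD, n = 13 time points, p = 3.19e-05, adjusted p = 0.00223, exact Kendall test). In limma's F test of a 24-hour cosine, 6 of the 24 clock genes had an unadjusted p under 0.05, where 5% of them is 1.2 (odds ratio 7.82 against 15894 other genes, two-sided Fisher's exact test, p = 3.41e-04), and 2 of 100 orders of the time points, the real one included, gave as many. With Benjamini-Hochberg adjustment over the 24 clock genes alone, the limma adjusted p was 0.0131 for *TEF*, 0.0337 for *PER2* and 0.0361 for *CRY2*, with amplitudes of 0.47, 0.43 and 0.30 on the log2 scale, and over all genes tested it was 0.987 for each.

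**Figure D2:**
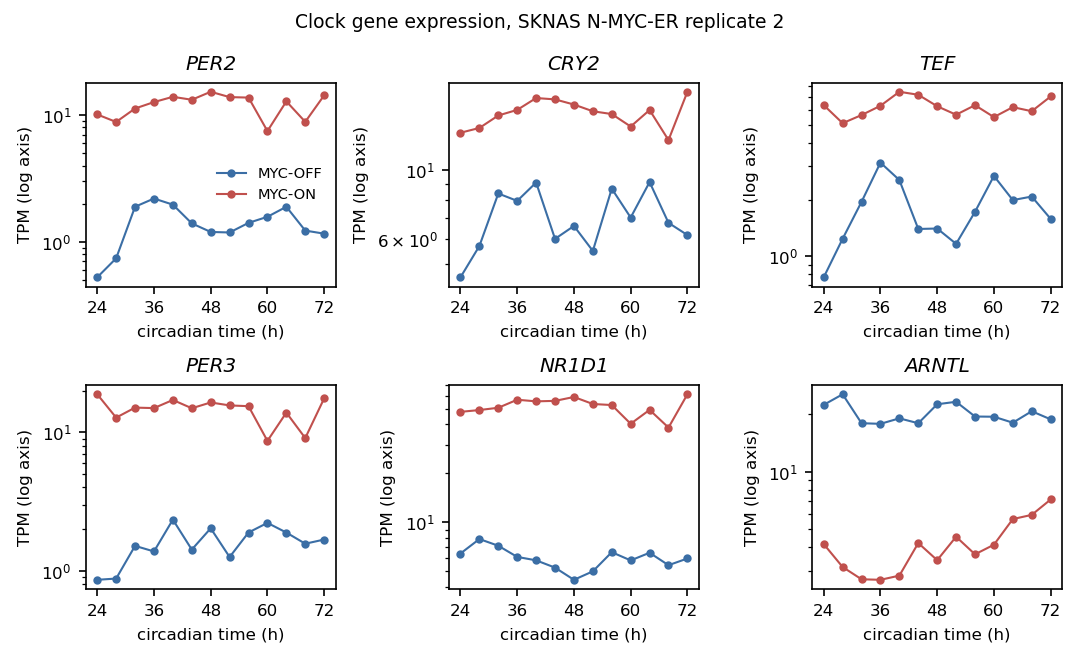
TPM on a log axis (y) against circadian time in hours (x) for *PER2*, *CRY2*, *TEF*, *PER3*, *NR1D1* and *ARNTL* in SKNAS MYC-OFF and MYC-ON, 1 library per point. *PER2* in MYC-OFF lies between 0.524 and 2.20 TPM, below every MYC-ON point, and *ARNTL* is higher in MYC-OFF at all 13 time points.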

In SHEP MYC-OFF, oscillating genes were enriched for endosomal and lysosomal trafficking, and in U2OS and SKNAS, programs related to the molecular circadian clock were enriched (**S1 Table**). In contrast, in SHEP and U2OS MYC-ON, programs related to cell cycle were instead enriched, while no programs were significantly enriched in SKNAS MYC-ON (**S1 Table**).

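In SKNAS MYC-ON replicate 2, 2 of the 24 core clock genes, *ARNTL* and *BHLHE40*, were called oscillating (odds ratio 0.988, two-sided Fisher's exact test, p = 1), and 70 of 100 orders of the time points, the real one included, gave as many. The odds ratio depended on the settings, and rescaling the TPM by median-of-ratios size factors gave 2.03 with 4 clock genes called (p = 0.163, Fisher's exact test), while leaving out CT24 gave 0 with 0 clock genes called (p = 0.255). In limma's F test of a 24-hour cosine, 1 of the 24, *ARNTL*, had an unadjusted p under 0.05 (0.0352), and the odds ratio against all other genes was 1.38 (Fisher's exact test, p = 0.527). In the test of the difference in rhythm between MYC-OFF and MYC-ON, 4 of the 24 had an unadjusted p under 0.05 (odds ratio 7.59, two-sided Fisher's exact test, p = 0.00312), and 8 of 100 splits, the real one included, gave as many when the conditions were swapped at random time points after the mean and linear trend of each were removed. Of these, *TEF* passed adjustment over the list (limma, p = 6.29e-04, adjusted p = 0.0151 over the 24 clock genes and 0.994 over all genes), with an amplitude of 0.13 on the log2 scale in MYC-ON. The clock list was not tested without the MYC-ON libraries of CT60 and CT68, which lie apart from the others. They may account for part of the contrast between the conditions.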

We further investigated this apparent gain in cell cycle gene rhythmicity in SHEP and U2OS MYC-ON by interrogating which cell cycle genes were oscillatory with a ~24-hour period in the absence or presence of activated MYC. In both cell lines, there were fewer significantly rhythmic cell cycle genes in MYC-OFF (11 in SHEP, 3 in U2OS) as compared to MYC-ON (16 in SHEP, 5 in U2OS, **S3C and S3D Fig**), suggesting a potential gain in cell cycle gene oscillation in the presence of MYC as circadian rhythmicity is diminished. This agrees with prior findings in U2OS that intentional disruption of the molecular clock promotes enhanced cell cycle advance [17]. Overall, these data suggested that ectopic MYC reduces or abrogates rhythmicity of gene expression programs that normally are controlled by the molecular clock, and instead may promote cell cycle rhythmicity.

### Oncogenic MYC promotes a distinct transcriptional program of biosynthesis and loss of attachment across multiple cell models

We next sought to address which genes and pathways MYC up- or downregulated, without regards to rhythmicity. MYC can have many disparate functions in cancer, which may depend on 1) the degree to which MYC is overexpressed, 2) which promoters and enhancers it binds, 3) if MYC cooperates with other transcription factors such as MIZ1 to inhibit expression of certain genes, and 4) if MYC strongly regulates pause release [27,30,50–53]. Our MYC-ER models gave us the opportunity to determine the role of MYC activation across three unrelated cell lines, and to determine commonalities in MYC rewiring global transcription. To accomplish this, we performed differential expression analysis, using DeSeq2, on our time-series RNA-sequencing experiments [42]. 

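The file gives TPM and no read counts, so the MYC effect in SKNAS replicate 2 was tested with limma 3.58.1 on log2(TPM + 0.5), with the time point as a factor, as the paper fits time and condition, and with moderated statistics that allow for a trend of variance with expression. The 26 libraries entered as 13 pairs of MYC-ON and MYC-OFF, 1 pair per time point. The test covered the 15918 genes with a TPM of at least 0.5 in at least 13 libraries. A gene was counted as raised or lowered with a log2 fold change of at least 0.15 in size, the paper's limit of 10%, and a Benjamini-Hochberg adjusted p of at most 0.05. The first principal component of the log2 values carried 66.6% of the variance and the second 4.51%. Genes encoded by the mitochondrial genome took between 10.6% and 15.4% of the TPM in MYC-OFF (median 13.4%) and between 8.92% and 12.4% in MYC-ON (median 11.0%).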

Differential expression analysis revealed that MYC activation resulted in the upregulation (by a least 10%) between ~5500 to ~7700 genes and suppression (by at least 10%) between ~5600 to ~8100 genes (**Fig 4A**), in line with previous reports that MYC exerts a strong genome-wide repressive role [54,55]. 

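In SKNAS replicate 2, MYC raised 5357 genes and lowered 6354 genes by at least 10% among the 15918 tested, and the median log2 fold change of all genes tested was -0.05. Quantile normalization of the log2 values moved the balance most, to 5829 raised and 5832 lowered, while the numbers themselves moved most with the filter, to 6112 raised and 7409 lowered over the 38211 genes with a TPM above 0 in any library, and to 4503 and 4875 over the 12319 genes with a TPM of at least 1 in every library. With a pseudocount of 0.5, the largest rise at all 13 time points among genes with a mean of at least 1 TPM was that of *JAG2*, which encodes a Notch ligand on chromosome 14 of GRCh38 from 105140982 to 105168824, from 1.60 ± 0.600 TPM in MYC-OFF to 119 ± 20.4 TPM in MYC-ON (SD, n = 13 time points each), a log2 fold change of 5.86 (standard error 0.13, limma adjusted p = 4.87e-16). *POU3F1*, *DENND1C*, *DUSP9* and *GALNT18* followed, with log2 fold changes from 5.57 down to 4.87, of which those of *POU3F1*, *DENND1C* and *GALNT18* depend on the pseudocount, since their MYC-OFF means were 0.0248, 0.0223 and 0.0217 TPM, and with a pseudocount of 0.1 they rose more than *JAG2*, by 7.64, 7.09 and 6.96 against 6.20. The largest fall was that of *TGFBI*, which encodes an extracellular matrix protein on chromosome 5 from 136028988 to 136063818, from 185 ± 12.7 TPM to 12.5 ± 2.34 TPM (SD, n = 13), a log2 fold change of -3.85 (standard error 0.07, limma adjusted p = 4.01e-17). *MIR503HG*, *CRH*, *MMP28* and *MEST* fell next most, with log2 fold changes from -3.28 to -3.20. When MYC-OFF and MYC-ON were swapped at randomly chosen time points, none of 99 such splits gave as many raised or as many lowered genes. The median over these splits was 0 raised and 0 lowered genes. The highest numbers were 3714 and 4930, in splits that swapped only 2 of the 13 time points and so kept much of the MYC effect.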

Overall, this corresponded to approximately 30–40% of all genes detected by RNA-sequencing. 

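The genes raised by MYC in SKNAS replicate 2 were 33.7% and the lowered genes 39.9% of the 15918 genes tested. Over the 38211 genes with a TPM above 0 in at least 1 library the shares were 16.0% and 19.4%, so the share depends on which genes count as detected. Of 12795 protein-coding genes tested, 35.3% were raised and 41.4% lowered, and of 2047 long non-coding RNA genes, 523 were raised and 790 lowered.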

We performed Gene Set Enrichment Analysis (GSEA) for all genes up- or down-regulated by at least 10%, and observed which gene sets were enriched in common between all three cell lines [56–59]. There were 160 gene sets upregulated in common between the three inducible cell lines. Common programs were focused on canonical MYC targets, mitochondrial gene expression and assembly, ribosome biogenesis, tRNA processing, and metabolism (**Fig 4B**). In contrast, 316 gene sets were downregulated in common between all three cell lines. These suppressed gene expression programs corresponded to cell adhesion, extracellular matrix (ECM), collagen, focal adhesion, and HDAC targets (**Fig 4C**). 

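GSEA was not repeated, and in its place the MYC effect in SKNAS replicate 2 was tested over 13 gene families defined by gene symbol with limma's camera, which compares a family with all other genes at an assumed inter-gene correlation of 0.01. The 42 ribosome biogenesis factors had a median log2 fold change of 0.91 (camera adjusted p = 2.39e-12), with 39 members raised and 1 lowered. The 78 mitochondrial ribosomal proteins had a median of 0.48 (adjusted p = 1.88e-09), with 61 raised and 9 lowered. The 15 subunits of RNA polymerases I and III had a median of 0.68 (adjusted p = 9.90e-06), with 14 raised, and the 35 aminoacyl-tRNA synthetases one of 0.31 (adjusted p = 1.25e-05), with 25 raised. Quantile normalization of the log2 values lowered the medians of ribosome biogenesis factors, mitochondrial ribosomal proteins and aminoacyl-tRNA synthetases most, to 0.83, 0.39 and 0.25. The 24 core clock genes had a median of 0.80 (adjusted p = 0.0158), with 15 raised and 7 lowered, and over the 18 of them with a TPM of at least 1 in all 26 libraries the median was 0.36 (adjusted p = 0.203), a filter that leaves out genes low in MYC-OFF and raised by MYC, such as *PER2*, *PER3* and *TEF*. Among single members, *POLR3G* rose from 16.7 ± 1.62 TPM to 132 ± 11.3 TPM (SD, n = 13 time points) and *NOP2* from 80.4 ± 11.1 TPM to 156 ± 12.8 TPM. The 78 cytosolic ribosomal proteins had a median of 0.013 (adjusted p = 0.414), negative under quantile normalization (-0.015) and with mitochondrially encoded genes left out and TPM rescaled (-0.024), a setting chosen after seeing the data. The 29 S phase genes (median 0.20, adjusted p = 0.0505, and 0.0499 with a pseudocount of 0.1, 0.00763 without the filter, 0.0469 with size factors and 0.0390 at CT24 to CT44 only) and the 35 mitotic genes (median 0.029, adjusted p = 0.414, and a median of -0.0070 in that rescaling) did not pass a camera adjusted p of 0.05 with the filter, pseudocount and time points first described.

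**Figure D3:**
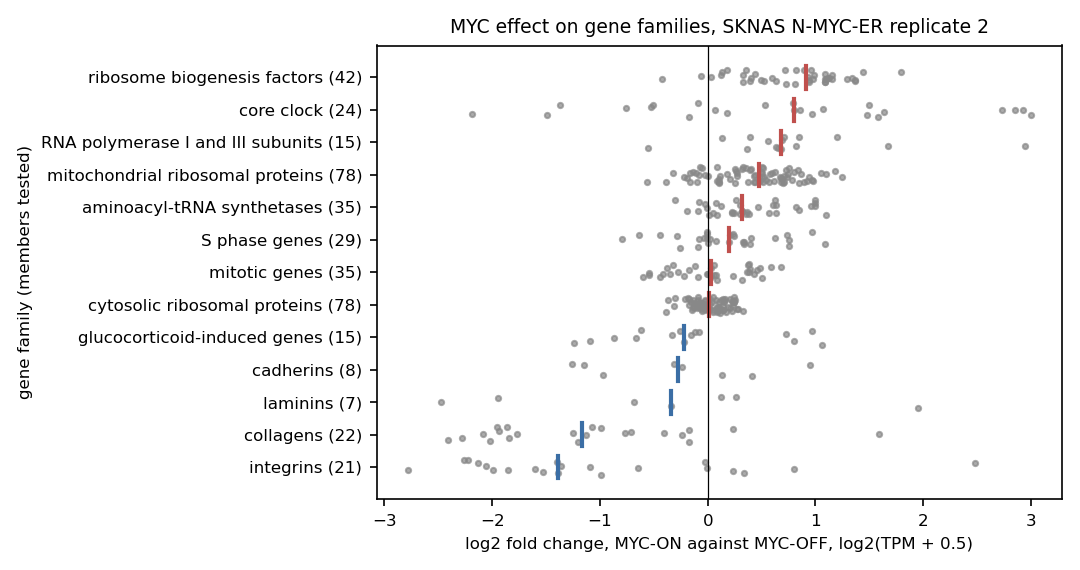
Log2 fold change of MYC-ON against MYC-OFF (x axis) for each member of 13 gene families (y axis, members tested in brackets) in SKNAS replicate 2, 1 point per gene, with a bar at the median of the family. The medians run from 0.91 for ribosome biogenesis factors to -1.39 for integrins, and that of cytosolic ribosomal proteins, 0.013, and that of mitotic genes, 0.029, turn negative under at least 1 scaling.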

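In SKNAS replicate 2, the 22 collagens had a median log2 fold change of -1.16 (camera adjusted p = 1.25e-05), with 17 lowered and 1 raised, and the 21 integrins one of -1.39 (adjusted p = 4.87e-04), with 15 lowered and 4 raised. These members too were counted without a limit on the size of the change. Leaving out the filter on low values moved both medians most, to -0.17 for collagens and -0.60 for integrins. The 7 laminins (median -0.34) and the 8 cadherins (median -0.28) each had a camera adjusted p of 0.414. *COL1A1*, on chromosome 17 of GRCh38 from 50184101 to 50201632, fell from 125 ± 16.4 TPM in MYC-OFF to 34.4 ± 6.35 TPM in MYC-ON (SD, n = 13 time points each), and *ITGA11*, on chromosome 15 from 68296532 to 68432163, from 47.3 ± 4.49 TPM to 11.1 ± 4.04 TPM. The changes were larger than the spread between time points, with log2 fold changes of -1.86 and -2.13 and limma adjusted p-values of 5.59e-12 and 2.36e-09. Sets of HDAC targets were not analysed here. From gene sets such as these shared by all 3 cell lines, the paper states that the suppressed programs correspond to cell adhesion and extracellular matrix (Fig 4C).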

While MYC has not been previously described to negatively regulate these programs on a global transcriptional scale, their downregulation is consistent with previous reports that MYC may promote loss of attachment and an invasive and metastatic phenotype in cancer cells [60–63].

**Fig 4:**
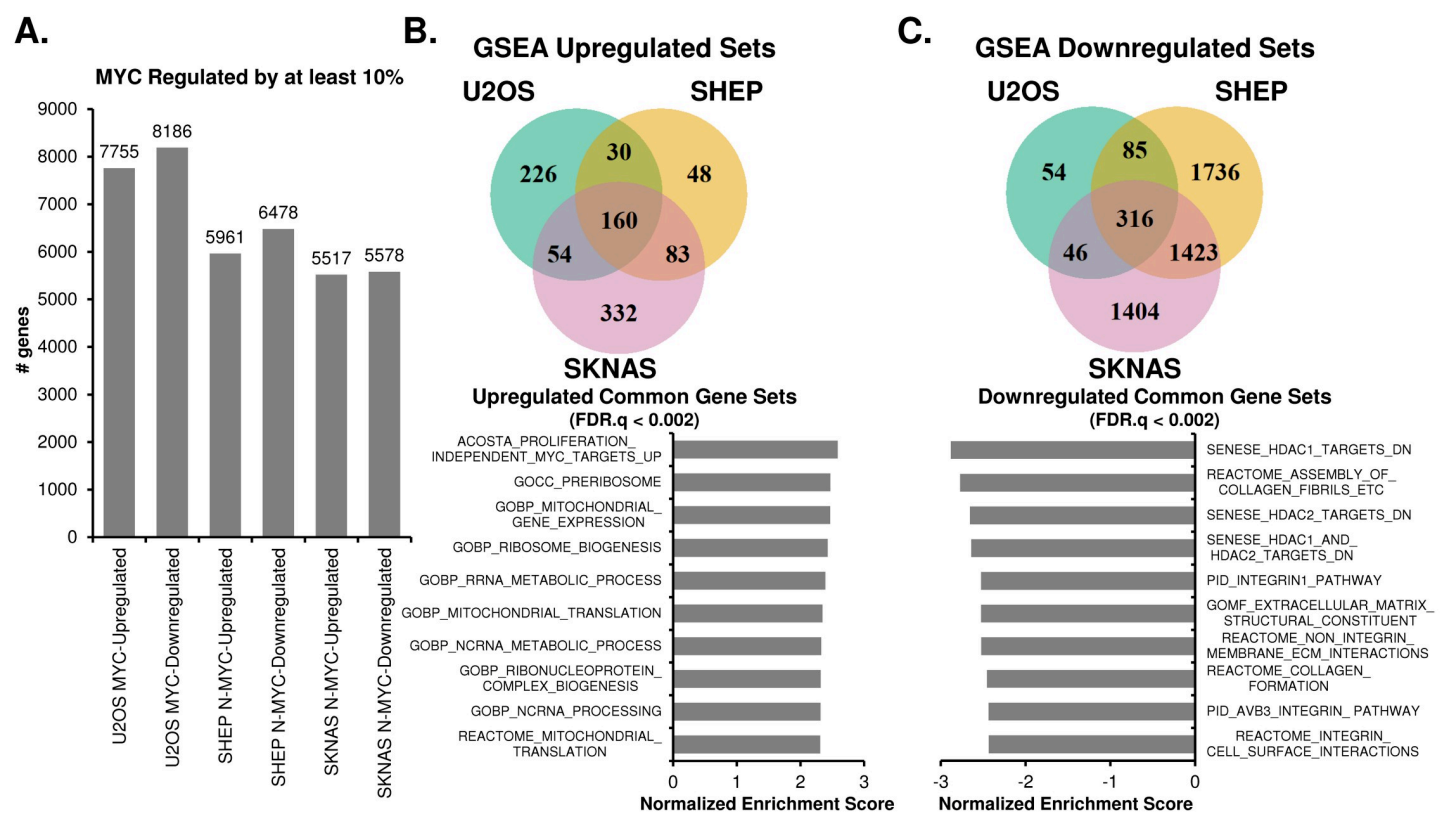
MYC upregulates biosynthetic and metabolic processes and suppresses cell adhesion processes across cancer cell lines. **A.** Differential expression analysis, using DeSeq2, was performed on MYC-ON vs MYC-OFF for SHEP N-MYC-ER, SKNAS-N-MYC-ER or U2OS MYC-ER, with p.adj < 0.05 deemed significant. Genes that were up- or down-regulated in MYC-ON by at least 10% are shown. **B, C.** Gene Set Enrichment Analysis (GSEA) was performed on genes up- or down-regulated by at least 10% in each cell line using GSEA Pre-Ranked, with gene sets with FDR q-val < 0.25 deemed significant. Venn diagrams of overlapping gene sets from MYC-ON upregulated (**B**) and MYC-ON downregulated processes (**C**) are shown, and the most highly significant pathways (up to 10) for each overlap are shown, ranked by Normalized Enrichment Score. For all graphed pathways, FDR.Q < 0.002.

We next asked if these changes in gene expression were represented only in genes strongly up- or down-regulated by MYC. GSEA can detect small differences across many genes [56], so we sought to confirm that these programs arose from highly upregulated or downregulated genes by performing a second independent analysis of differential expression using a different functional enrichment platform, ToppFun [49]. We focused on genes that were at least 1.5-fold up- or down-regulated (**S4A Fig**), and found that the three cell lines had 794 genes upregulated 1.5-fold in common, and 824 genes downregulated 1.5 fold in common (**S4B and S4C Fig**). 

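At least 1.5-fold, 2009 genes were raised and 2773 lowered in SKNAS replicate 2, taken as a log2 fold change of at least 0.66 in size with a limma adjusted p of at most 0.05. Across the alternative settings the numbers ranged from 1527 to 2253 raised and from 1905 to 3163 lowered, the lowest of both with a TPM of at least 1 required in all 26 libraries. Of the families tested, 26 of 42 ribosome biogenesis factors, 25 of 78 mitochondrial ribosomal proteins, 8 of 15 subunits of RNA polymerases I and III and 7 of 35 aminoacyl-tRNA synthetases were raised at least 1.5-fold, and 0 members of these families were lowered by as much. Among lowered genes were 16 of 22 collagens and 14 of 21 integrins, with 1 collagen and 2 integrins raised. The genes in common between 3 cell lines cannot be counted from SKNAS alone.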

We subjected each of these in-common gene sets to ToppFun pathway enrichment analysis, and obtained highly similar results to GSEA analysis. Upregulated programs included mitochondrial and ribosomal biogenesis (**S4D Fig**), while downregulated programs included those related to ECM, collagen, and focal adhesion (**S4E Fig**). These results suggested strong commonalities in the MYC-driven transcriptional program between three unrelated cell lines representing two different forms of cancer, and are consistent with and corroborate the role of MYC in up-regulating ribosome and mitochondrial biogenesis as well as down-regulating cell adhesion [29,63].

### Oncogenic MYC impairs transcriptional oscillation to drive static gene expression programs

Given that MYC disrupts normal molecular circadian clock rhythmicity across multiple systems, a key question arises: which oscillatory programs are shifted by MYC from being oscillatory in MYC-OFF to being statically up- or down-regulated when MYC is activated? The answer to this question would explain how MYC shifts the behavior of cells by disrupting their molecular clock and circadian rhythmicity, and begin to explain what benefit MYC-amplified cancers gain from disruption of the molecular circadian clock. We asked this question both at the pathway-level and at the gene-level using complementary methodologies. At the pathway-level, we first determined which gene expression programs were oscillatory in MYC-OFF cells, as determined by PSEA (as discussed in **Fig 3**), and lost oscillation when MYC was turned on. We then examined overlap between these programs that lost oscillation and which programs were determined to be up- or down-regulated by MYC via GSEA analysis (see schematic in **Fig 5A**). In both SHEP and SKNAS, programs that lost oscillation and became upregulated corresponded to RNA metabolism and ribosomes, as well as cell cycle programs in SKNAS (**Fig 5B and Fig 5C**). This was similar to those programs that were upregulated by MYC in these cells (see **Fig 4B** and **S4B Fig**). Those programs that switched from being oscillatory to downregulated corresponded to endoplasmic reticulum and aging in SHEP, and extracellular matrix, morphogenesis, and plasma membranes in SKNAS (**Fig 5B and Fig 5C**). These gene sets were overall less similar to those downregulated by MYC in these cell lines (see **Fig 4C** and **S4C Fig**). Conversely, we did not detect in U2OS overlap between oscillating programs and those that became up or down-regulated, suggesting that disruption of oscillation in U2OS may occur more at the protein or metabolite level.

**Fig 5:**
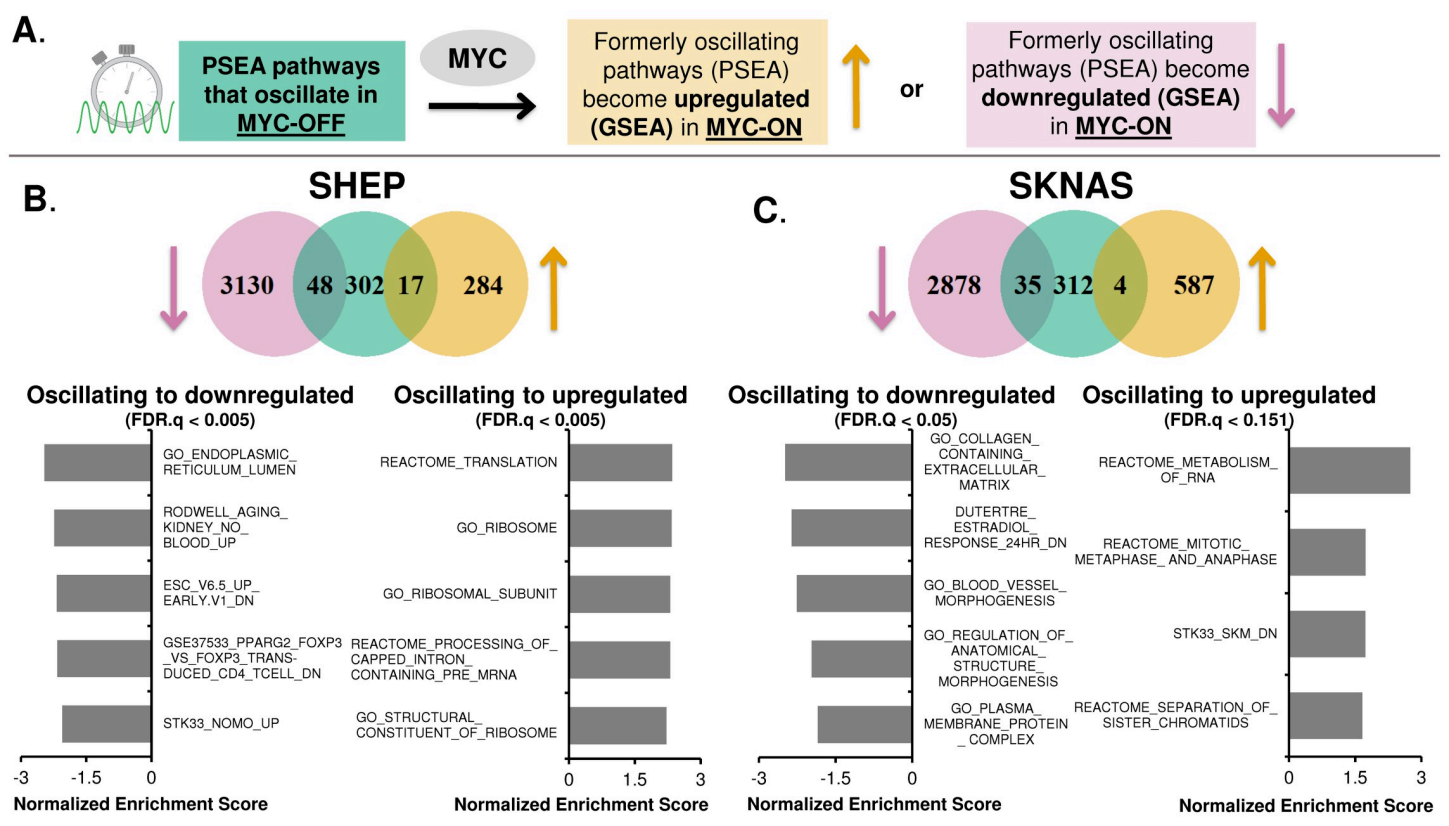
Oncogenic MYC shifts oscillatory gene expression to static non-oscillatory regulation. **A.** Illustration of workflow to identify pathways that lose oscillation when MYC is activated (by PSEA), and which of these pathways become up- or down-regulated by MYC (using GSEA). **B, C**. Venn diagram from SHEP N-N-MYC-ER (**B**) and SKNAS N-MYC-ER (**C**) of pathways (identified by PSEA) that were circadian in MYC-OFF (center, green), and lost oscillation and became either downregulated (left, pink) or upregulated (right, tan) in MYC-ON (identified by GSEA). The most highly significant downregulated and upregulated pathways that lost oscillation from SHEP (**B**) and SKNAS (**C**) are shown below each Venn diagram, as ranked by Normalized Enrichment Score from GSEA. For all data shown, p value is < 0.01 and FDR.Q value is indicated on the graph.

We cross-validated these results with an independent approach that focused on the gene level (**S5 Fig**). In this approach, we first identified genes that had significant circadian oscillation in MYC-OFF, as identified in ECHO, and lost this oscillation in MYC-ON (see **Fig 2**). Of these genes that lost oscillation in MYC-ON, we next asked which were significantly up- or down-regulated by MYC, using DeSeq2, and finally queried these overlapping genes for gene set enrichment by ToppFun (see schematic in **S5A Fig**). 

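For the MYC effect in SKNAS replicate 2, 1314 of the genes that lost oscillation were also tested, out of 15752 genes tested in both conditions and for the MYC effect. Of these, 417 were raised, 31.7% against 33.8% of the other genes (odds ratio 0.909, two-sided Fisher's exact test, p = 0.127), and 550 were lowered, 41.9% against 40.1% (odds ratio 1.08, p = 0.217). The call depended on the setting, since with CT72 left out the odds ratios were 0.813 for raised (p = 2.22e-04) and 1.28 for lowered genes (p = 2.36e-06, Fisher's exact test), and with periods of 20 to 28 hours only they were 1.08 (p = 0.0251) and 0.992 (p = 0.821). In random orders of the time points, 54 of 100 orders gave as many raised genes and 46 of 100 as many lowered genes, the real order included.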

In SHEP and SKNAS, programs corresponding to genes that switched from being oscillatory to upregulated were similar to those determined by PSEA and GSEA in **Fig 5**, corresponding to ribosome assembly, tRNA aminoacylation and biosynthesis, mitochondrial activity, cell cycle and protein translation (**S5A and S5B Fig**). 

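Members of the ribosomal, aminoacyl-tRNA synthetase and cell cycle families were few among the 417 genes of SKNAS replicate 2 that lost oscillation and were raised. They held *MRPL58* of the mitochondrial ribosomal proteins, *RPL4* of the cytosolic ribosomal proteins, *NOP2* of the ribosome biogenesis factors, *IARS2* of the aminoacyl-tRNA synthetases and *CENPA* of the mitotic genes, and 0 S phase genes. The number expected from the size of the family was 2.06 for the 78 mitochondrial ribosomal proteins (odds ratio 0.476, two-sided Fisher's exact test, p = 0.725) and 1.11 for the 42 ribosome biogenesis factors (odds ratio 0.897, p = 1). *MRPL58* rose from 53.6 ± 3.83 TPM to 98.0 ± 8.85 TPM (SD, n = 13 time points each), higher in MYC-ON at all 13 time points. The ToppFun libraries were not used here.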

For SKNAS, many programs corresponding to the molecular clock also switched from being oscillatory to upregulated (full results of this analysis are available at Figshare, doi: 10.6084/m9.figshare.23729373). In contrast in U2OS, upregulated programs mostly corresponded to the molecular clock itself as well as macromolecular protein complex programs (**S5C Fig**). 

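Among the 417 genes of SKNAS replicate 2 that lost oscillation and were raised were 4 of the 24 core clock genes, *CRY1*, *CRY2*, *PER2* and *TEF*, where 0.635 were expected (odds ratio 7.42, two-sided Fisher's exact test, p = 0.00338, adjusted p = 0.0879 over 13 families in both directions). *PER2* rose to 12.0 ± 2.48 TPM in MYC-ON (SD, n = 13 time points), a log2 fold change of 2.73 (standard error 0.11, limma adjusted p = 7.11e-13). *TEF* rose to 6.22 ± 0.70 TPM, a log2 fold change of 1.58, and *CRY2* to 15.2 ± 1.58 TPM, a log2 fold change of 1.07. *CRY1*, on chromosome 12 of GRCh38 from 106991364 to 107093549, rose from 26.2 ± 3.61 TPM to 45.9 ± 3.42 TPM (SD, n = 13), a log2 fold change of 0.81. Each of the 4 genes was higher in MYC-ON at all 13 time points. The loss of oscillation of *TEF* and *CRY1* depended on the setting, since *TEF* was also called in MYC-ON with the linear trend kept, the period searched from 20 to 28 hours only, log2 values, CT72 left out or size factors, and *CRY1* was not called in MYC-OFF with the linear trend kept, CT24 or CT72 left out or size factors, and was also called in MYC-ON with the period searched from 20 to 28 hours only. From the genes that switched in this way, the paper states that programs of the molecular clock went from oscillating to upregulated in SKNAS.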

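Among the 550 genes of SKNAS replicate 2 that lost oscillation and were lowered, none of the 13 families had a Fisher's exact adjusted p of at most 0.05. The lowest p was that of the 15 glucocorticoid-induced genes, with *CRISPLD2* and *FKBP5* in the list (odds ratio 4.26, p = 0.0947, adjusted p = 0.608, two-sided Fisher's exact test). The integrins *ITGA11* and *ITGA2* were in the list (odds ratio 2.92, p = 0.166, Fisher's exact test), and 0 collagens, laminins or cadherins were.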

There were comparatively fewer downregulated programs that were identified with this approach: in SHEP, the few downregulated programs corresponded to cell adhesion / binding and organization, while in U2OS the downregulated programs corresponded to circadian rhythm and cell organization; there were no detected downregulated programs in the queried gene set libraries in SKNAS. Overall, these results suggested that, across multiple cancer models, MYC disrupts circadian transcriptional oscillation and instead promotes static (non-oscillatory) regulation of processes such as biosynthesis, metabolism, and extracellular matrix-related gene expression programs.

### Rhythmic expression of nutrient transporters is disrupted by MYC

Intracellular metabolism is known to be highly circadian [10,64–66], potentially balancing anabolic and catabolic metabolism in concert with whole body rhythms. In contrast, cancer cells, particularly those driven by MYC, engage in upregulated nutrient uptake and biosynthesis [29,67]. Our data indicated that in multiple cell lines, MYC caused metabolic and biosynthetic processes that were formerly circadian to flip to static upregulation (**Fig 5, S5 Fig**). In addition, we have previously observed that MYC expression in U2OS ablated oscillation of intracellular glucose while boosting uptake of glucose and glutamine [31]. Since these processes are regulated in part by nutrient transporter expression and availability, we asked whether nutrient transporter rhythmicity and expression is affected by MYC in three cell models. We focused on the two subunits of the LAT1 amino acid transporter: LAT1 (*SLC7A5)* and 4F2hc (*SLC3A2*, also known as CD98), which transport glutamine and other amino acids, as well as the ubiquitously expressed GLUT1 glucose transporter (*SLC2A1*) [68–70]. GLUT1 and 4F2hc are glycosylated, which aids in their trafficking to the plasma membrane [71,72], so we performed immunoblot using a technique to determine glycosylation level of these proteins [72]. Where appropriate, two different exposures of the same immunoblot (‘dark’ and ‘light’) are shown. For each cell line, n = 3–4 biological replicates were performed, quantified, and analyzed for both changes in total protein level, and for oscillation with ECHO. For all three cell lines, LAT1 oscillated in a circadian fashion in MYC-OFF, and this was lost in MYC-ON (**Fig 6A–6C, quantification in bottom panels**). At the same time, LAT1 was significantly upregulated by MYC in all three cell lines (**S6A Fig**). Glycosylated 4F2hc oscillated in MYC-OFF and lost oscillation in MYC-ON in SKNAS but was upregulated by MYC in all three cell lines (**Fig 6A–6C, S6A Fig**). 

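In SKNAS replicate 2, *SLC7A5*, on chromosome 16 of GRCh38 from 87830023 to 87869507, rose from 22.4 ± 6.16 TPM in MYC-OFF to 118 ± 17.3 TPM in MYC-ON (SD, n = 13 time points each), a log2 fold change of 2.41 (standard error 0.12, limma adjusted p = 9.17e-12). *SLC3A2*, on chromosome 11 from 62856004 to 62888880, rose from 75.4 ± 8.22 TPM to 182 ± 20.7 TPM (SD, n = 13), a log2 fold change of 1.26 (standard error 0.07, limma adjusted p = 1.60e-11). Both genes were higher in MYC-ON at all 13 time points, and across the alternative settings their log2 fold changes ranged from 2.20 to 2.60 and from 1.07 to 1.43.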

We also observed that the genes encoding LAT1 and 4F2hc, *SLC7A5* and *SLC3A2*, were significantly upregulated by MYC in all three cell lines (**S6B Fig**). GLUT1 oscillation was not ablated by MYC in any of the cell lines, and it was only upregulated by MYC in SHEP (**Fig 6A–6C, S6A Fig**), in contrast to previous reports that MYC transcriptionally upregulates *SLC2A1* in other cancer models [73]. This suggested a potential specificity for MYC regulation of oscillation and expression of amino acid transport over glucose transport in these cell lines. As has been shown previously [31,32], we also observed suppression of BMAL1 and upregulation of REV-ERBα regardless of timepoint (**Fig 6A–6C, S6A Fig**). Overall, these data suggested that nutrient transporter expression and glycosylation is rhythmically regulated and ablated by MYC, as MYC increases post-transcriptional modification and levels of these transporters.

**Fig 6:**
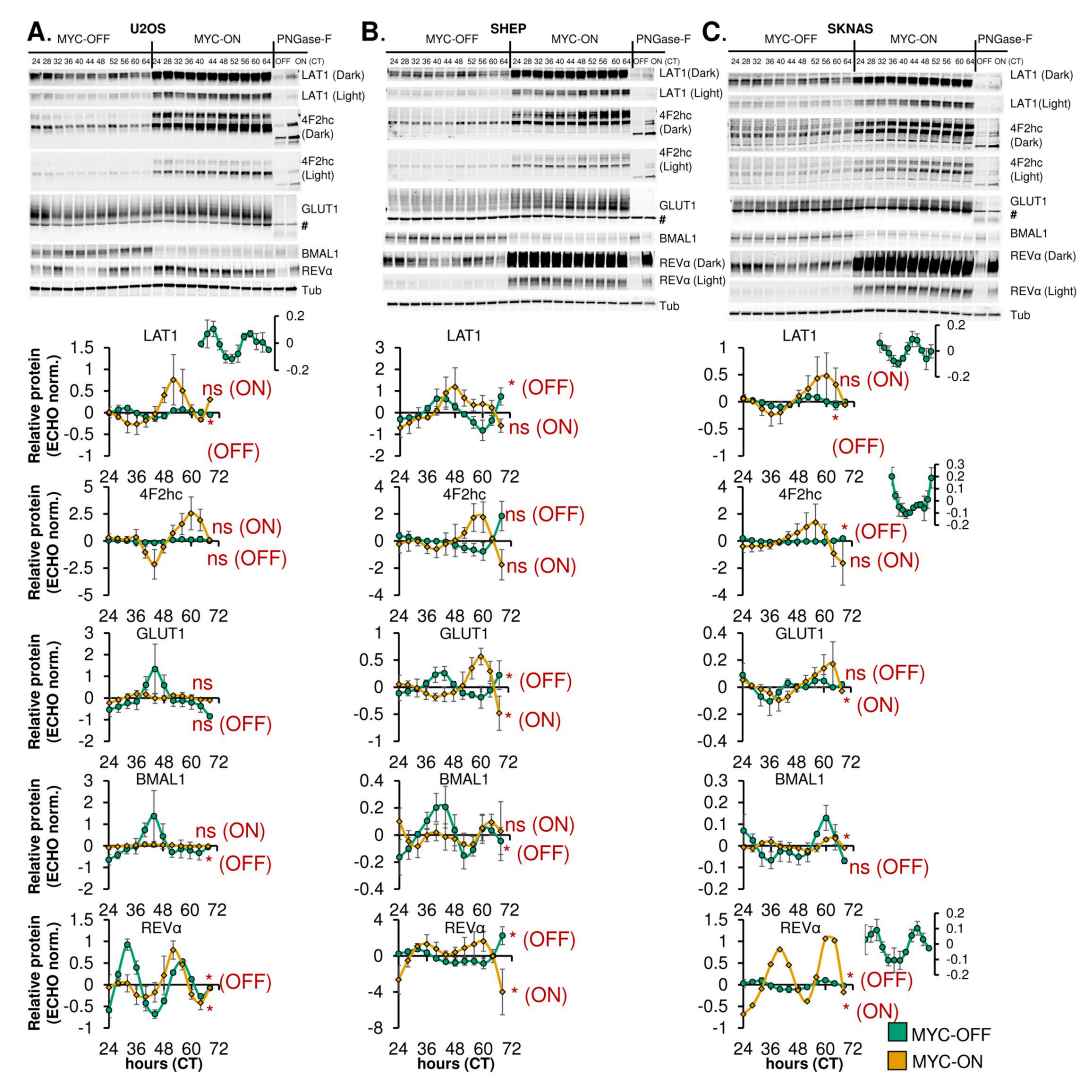
Rhythmic expression of nutrient transporters is disrupted by MYC. **A-C, top panels.** U2OS MYC-ER (**A**), SHEP N-MYC-ER, (**B**), and SKNAS N-MYC-ER (**C**) were treated with ethanol control (MYC-OFF) or 4- hydroxytamoxifen (MYC-ON) (4OHT) to activate MYC, and entrained with dexamethasone, and after 24 hours, protein was collected every 4 hours for the indicated time period. Protein lysates were prepared to preserve protein glycosylation (see Methods), and immunoblot was performed for the indicated proteins. For some targets [4F2hc, LAT1, REV-ERBα (abbreviated REVα)], a darker exposure (‘dark’) and lighter exposure (‘light’) of the same blot are presented. For GLUT1, # indicates a non-specific band. Some samples (CT26 for U2OS, CT32 for SHEP and SKNAS) were treated with PNGase-F prior to immunoblot to remove glycosylation marks. Note that the PNGase-F lanes have less protein loaded than the other lanes. Data represent n = 3–4 biological replicates for each cell line. **A-C, bottom panels.** Results from n = 3–4 immunoblot replicates were quantified, relative to Tubulin, and analyzed in ECHO for circadian rhythmicity. Displayed curves are the baseline-subtracted and smoothed outputs from ECHO analysis. ECHO norm. = ECHO normalized. Proteins with a 22–26 hour period and a p value < 0.05 and a BH.Adj.P.Value < 0.05 were deemed rhythmic, which is indicated in the Figure. Note the inset MYC-OFF only graphs for U2OS LAT1, SKNAS LAT1, SKNAS 4F2hc, and SKNAS REV-ERBα, which show oscillation of these proteins in MYC-OFF cells on a different scale.

The above findings on nutrient transporter glycosylation did not demonstrate whether these transporters actually reached the cell surface, whether cell surface expression of transporters was increased by MYC, and whether these resulted in identifiable metabolic changes in the cells. To address this, we performed an On-cell Western [74], which stains fixed and unpermeabilized cells in a dish to determine surface expression of a target protein. We focused on LAT1, and found that surface expression of LAT1 was significantly increased in MYC-ON as compared to MYC-OFF cells (**Fig 7A and 7B**), suggesting that an increase in expression and glycosylation correlates with more transporter on the cell surface. To further determine whether changes in nutrient transporter expression, glycosylation, and localization correlated with increases in intracellular metabolite pools, we performed ultra-performance liquid chromatography-tandem mass spectrometry (UPLC-MS/MS) metabolomics in U2OS, in the presence or absence of activated MYC. In two independent experiments, we found that almost all amino acids were significantly increased in MYC-ON (**Fig 7C, S7 Fig**), suggesting that increased nutrient transporter expression and glycosylation correlated with enhanced intracellular amino acid pools. Overall, these data showed that MYC ablates nutrient transporter oscillation and increases transporter expression, cell surface localization, and activity.

**Fig 7:**
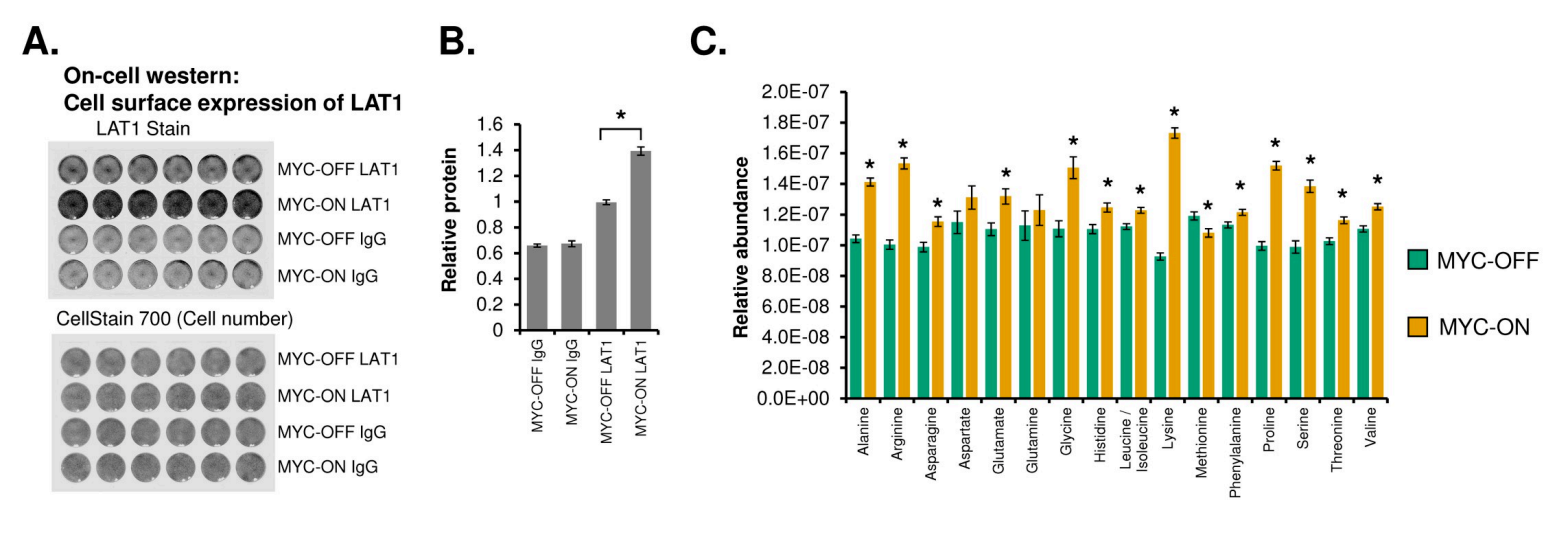
MYC increases LAT1 surface localization and intracellular amino acid pools. **A.** On-cell western of U2OS MYC-ER cells ± MYC for LAT1. U2OS MYC-ER cells were grown on a 24-well tissue culture plate ± 4OHT for 48 hours, fixed with formaldehyde but not permeabilized, and then stained with the indicated antibody or IgG control. CellStain 700 indicates cell density in each well. Data represent at least two independent experiments of 6 biological replicate wells each. **B.** Quantitation of LAT1 or IgG from (**A**). * indicates P < 0.00001 by Welch’s Corrected Student’s T-test. **C.** LC-Mass spectrometry was performed on U2OS MYC-ER treated ± 4OHT for at least 48 hours. N = 25 circadian timepoints for MYC-OFF and MYC-ON were averaged as biological replicates, normalized to cell number for each collection. * indicates p < 0.05 by Welch’s Corrected Student’s T-test.

### MYC disrupts metabolic circadian oscillations in a cell-autonomous manner

The ablation of oscillatory nutrient transporter glycosylation and expression, along with our previous analysis of metabolic oscillations by NMR and mass spectrometry [10,31], raised the intriguing possibility that MYC may disrupt global cell-autonomous metabolic oscillation. To test this, we performed time-series metabolomic analysis using UPLC-MS/MS at 2-hour intervals in dexamethasone-entrained U2OS MYC-ER cells over two independent experiments, termed Replicate A and Replicate B. Using the ECHO algorithm, we found in Replicate A that there were 37 oscillating metabolites in MYC-OFF, while only 6 of these metabolites remained oscillatory with a ~24-hour period in MYC-ON (**Fig 8A**). The traces of individual metabolites were plotted for MYC-OFF and MYC-ON in **Fig 8B**. Similar results were observed in Replicate B (**S8A and S8B Fig**). In concordance with our transcriptomic observations, some metabolites in both Replicates gained 24-hour rhythmicity in MYC-ON that did not previously have this rhythmicity in MYC-OFF (**S8C and S8D Fig**).

**Fig 8:**
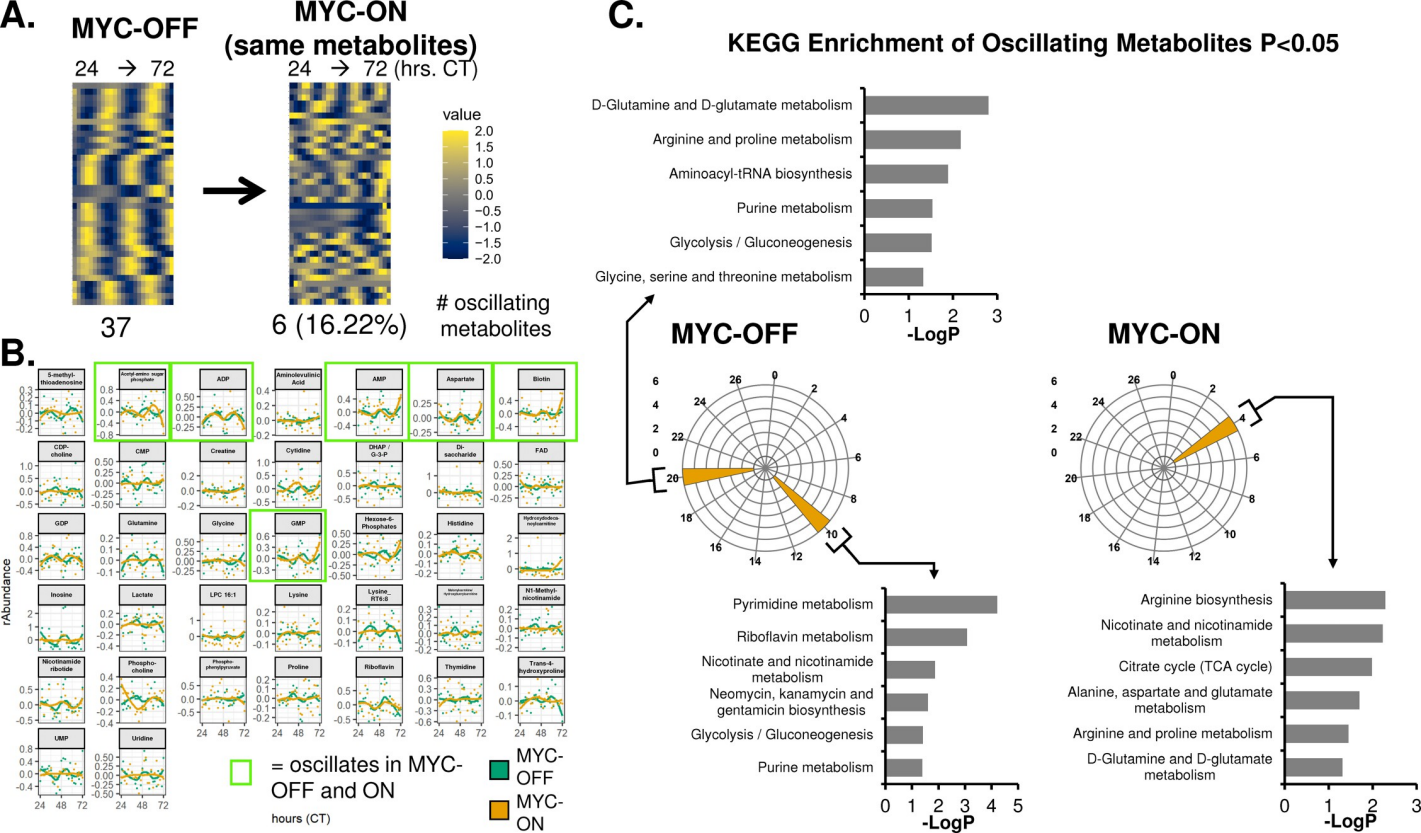
MYC disrupts metabolic circadian oscillations in a cell-autonomous manner. U2OS MYC-ER were treated with ethanol control (MYC-OFF) or 4- hydroxytamoxifen (MYC-ON) (4OHT) to activate MYC for 24 hours, and entrained with dexamethasone, and after 24 hours, cells were extracted for polar metabolites every 2 hours for the indicated time period. LC-Mass spectrometry was performed, and rhythmicity was assessed by ECHO for both MYC-OFF and MYC-ON, with metabolites with a 20–28 hour period and with BH.Adj.P.Value < 0.05 deemed rhythmic. These metabolites were sorted by phase and are presented in a heatmap for MYC-OFF. For MYC-ON, the same metabolites that are rhythmic in MYC-OFF are presented in the same order, but with MYC-ON values instead. **B.** Metabolites deemed to be oscillating by ECHO for MYC-OFF are graphed, with dots representing the relative abundance values, and lines indicating the fitted oscillation curves as calculated by ECHO. Metabolites with a green border are oscillatory in both MYC-OFF and MYC-ON. **C.** KEGG enrichment analysis was performed on metabolites that peaked in the indicated phases in MYC-OFF or MYC-ON conditions, and significantly enriched pathways were graphed on a polar histogram. For each histogram, the scale is on the left side. Pathways with a p < 0.05 were deemed significant and are graphed.

Finally, we queried which metabolic programs were circadian in MYC-OFF and MYC-ON by performing KEGG enrichment analysis. Peak phase of metabolites was determined, KEGG analysis was performed separately on each set of oscillating metabolites, and the resulting significantly enriched pathways were plotted in polar histograms. In both Replicates A and B for MYC-OFF, we observed peaks of oscillation at CT10 and CT20. Those at CT10 corresponded to programs in nucleotide metabolism, while those at ZT20 instead were enriched for programs in amino acid metabolism and tRNA biosynthesis (**Fig 8C and S9A Fig**). This suggested that in cells without overexpressed MYC, metabolite programs oscillate in a predictable and consistent pattern. In contrast, there was no discernable pattern in MYC-ON cells: in Replicate A, metabolic programs were clustered around a single timepoint, while in Replicate B, they were fragmented in a manner distinct from MYC-OFF (**Fig 8C, S9B Fig**). These observations demonstrate that cells without amplified ectopic MYC engage in circadian oscillatory metabolism that temporally separates different bioenergetic processes, which is disrupted when MYC is elevated and active.

## Discussion

We and others previously showed that MYC disrupts molecular clock oscillation in cancer cells, but the reasons for this, and what potential benefit cancer cells might gain, remained unclear. Our findings, in sum, indicate that overexpressed MYC suppresses circadian oscillation of transcriptional and metabolic programs across multiple models of cancer (**Fig 9**). MYC overexpression led to a greater than 85% loss of global transcriptional oscillation in neuroblastoma and osteosarcoma cell lines (**Fig 2A**). To identify robust signatures of which genes were circadian in MYC-OFF (low-MYC) cell lines, and which genes were regulated by MYC in MYC-ON (overexpressed MYC) cell lines, we focused on genes and pathways that overlapped between at least two of the three cell lines in our study. In the absence of overexpressed MYC, we found that oscillating genes which overlapped between multiple cell lines were enriched for pathways associated with cell cycle / DNA replication, endoplasmic reticulum, and cell junctions / adhesion (**Fig 3**). When MYC was activated, we found that MYC upregulated genes associated with metabolism and biosynthesis, and suppressed genes associated with adhesion and extracellular matrix (ECM) (**Fig 4 and S4 Fig**). Our observation that MYC globally downregulates genes and programs associated with adhesion and ECM substantiates and adds to the finding of MYC in suppressing keratinocyte cell adhesion [63]. More importantly, we identified that genes and pathways that oscillate in the absence of overexpressed MYC lose oscillation when MYC is activated and instead become up- or down-regulated. Notably, metabolic and biosynthetic processes were most significantly enriched in pathways and genes that shifted from oscillatory in MYC-OFF to upregulated in MYC-ON (**Fig 5 and S5 Fig**). These results indicated that cells with oncogenic MYC may release metabolic genes from circadian control, instead upregulating metabolic gene expression programs without regards to oscillation. Further focusing on metabolism, we found that the LAT1 amino acid transporter (constituting LAT1 and the 4F2hc subunit) demonstrated oscillatory expression in MYC-OFF, and this rhythmic oscillation was lost in MYC-ON, while MYC massively upregulated LAT1 expression across multiple cell lines (**Fig 6 and S6 Fig**). We also found that LAT1 surface localization was enhanced by MYC (**Fig 7A**). Interestingly, this was specific to the LAT1 transporter, as MYC did not consistently alter GLUT1 oscillation or expression across cell lines (**Fig 6**). Finally, oscillation of metabolites themselves were also suppressed by MYC, and circadian segregation of anabolic and catabolic metabolic processes was ablated (**Fig 8 and S9 Fig**). Overall, our findings for the first time show MYC suppresses oscillation of genes associated with metabolism and biosynthesis to instead upregulate these processes and engage in heightened metabolism in an oscillation-independent fashion.

**Fig 9:**
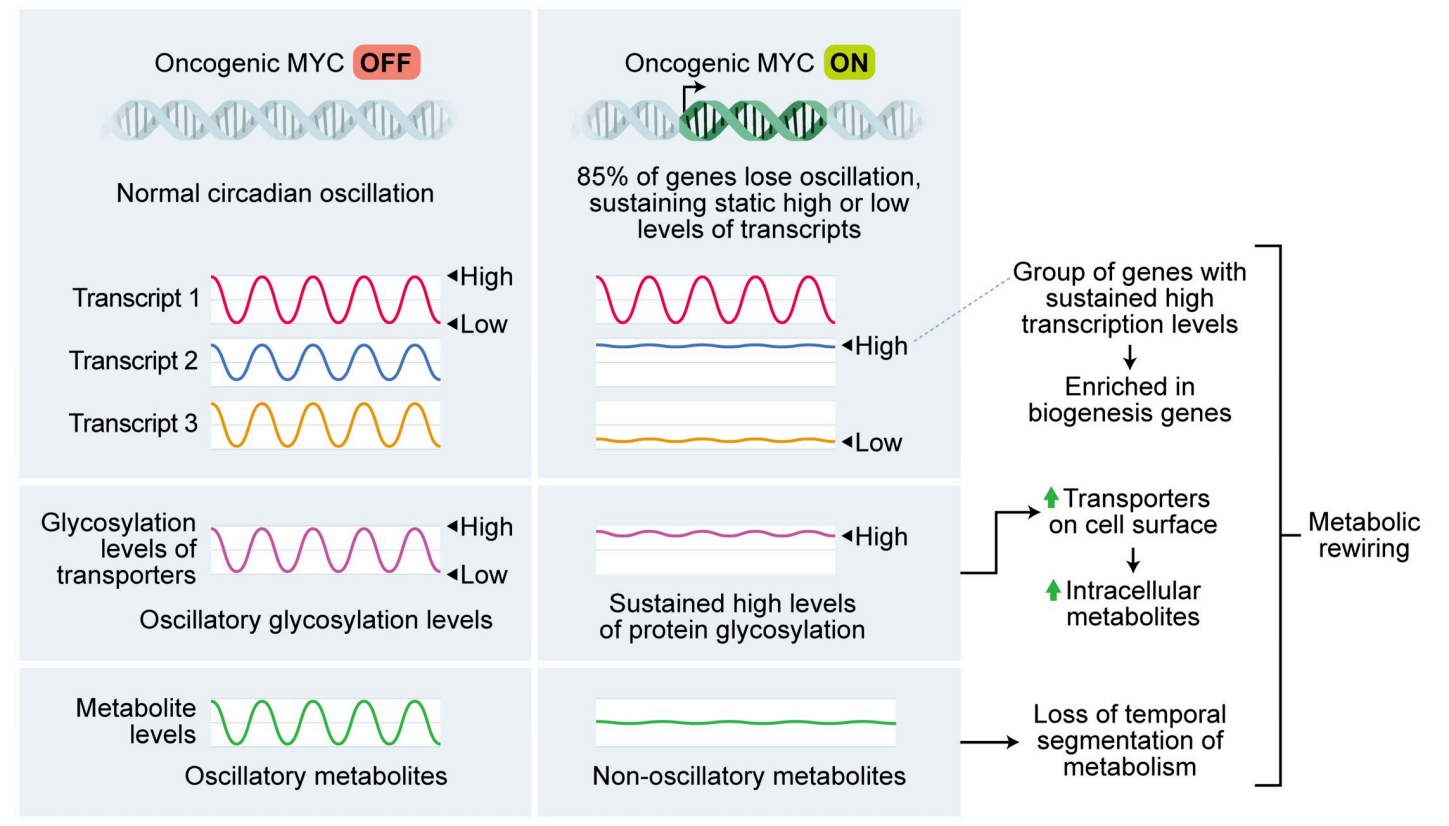
Graphical illustration of major results.

Our findings that MYC shifts certain metabolic and cell-attachment pathways from being oscillatory to being up- or down-regulated is supported by observations of similar phenomena from human cancer samples. It has historically been difficult to assess the state of the molecular circadian clock in human tumor samples since these samples are from single timepoints, and time of day information is often unavailable. However, several recent studies using distinct methodologies have all determined that rhythmicity tends to be dampened or ablated in human tumors compared to normal tissue [22–24,75]. One weakness of these techniques is that, currently, they cannot detect phase or period changes in oscillation, only amplitude changes. Nonetheless, in addition to identifying lost rhythmicity of the molecular clock in tumors, these studies interrogated which pathways had decreased oscillation in tumors. One study, using a methodology known as LTM (Lunch Table Method), found across 11 tumor types that the pathways most associated with circadian rhythmicity in tumors were those related to extracellular matrix, collagen, and TCA cycle and electron transport (metabolism) [75]. In our study, we observed that these same pathways in MYC-ON cells were among the ones most likely to lose oscillation and become upregulated (metabolism) or suppressed (ECM and collagen) (**Fig 5 and S5 Fig**). The authors of the LTM study speculated that the correlation between ECM / collagen rhythmicity and tumor rhythmicity may be related to cellularity of the tumor (ie, tumors with more endothelial and fibroblast cells have less cancer cells and more rhythmicity) [75], whereas our findings suggest a possible tumor-cell autonomous mechanism for loss of ECM rhythmicity in cancer cells. A separate study, using a methodology known as CYCLOPS (cyclic ordering by periodic structure), found that pathways related to redox metabolism and hypoxia were dampened in hepatocellular carcinoma (HCC) compared to normal liver [22]. More intriguingly, the authors also identified GLUT2 (*SLC2A2*) as a transcript that displayed dampened oscillation in HCC compared to normal liver and kidney. These findings are similar to our observations that MYC upregulates and ablates oscillation of nutrient transporters and metabolic pathways across multiple cancer types. The authors of the CYCLOPS study did not identify a mechanism for this loss of oscillation, but since HCC is known to be driven by amplified MYC [76], it is possible to speculate that elevated and deregulated MYC in HCC may drive this loss of rhythmicity in metabolic processes. Interestingly, in U2OS where our metabolomics studies were conducted, we observe loss of oscillation of the LAT1 nutrient transporter when MYC is activated (**Fig 6**), but this does not directly tie back to loss of oscillation of metabolic gene expression programs (**Fig 5, S5 Fig**). This may be due to the fact that some protein and metabolic circadian oscillations arise in a manner independent of direct transcriptional control [8–10]. Nonetheless, our findings provide a potential mechanism for the loss of oscillating pathways and metabolic processes in cancer cells.

MYC is often overexpressed in cancer, and in many cases, this overexpression arises from either genomic translocation or amplification, which occur in at least 9–28% of all human cancers [27]. The MYC-ER and N-MYC-ER systems model genomic amplification in cancer, where MYC is no longer under the control of endogenous promoter and other regulatory elements [77]. In these cancer models where MYC is amplified, which represent osteosarcoma and neuroblastoma, we and others have shown that MYC suppresses or interferes with BMAL1 and disrupts molecular clock oscillation [31–36]. Our results now show that when MYC disrupts the molecular clock, this is accompanied by widespread suppression of genetic and metabolic oscillations that occur in the absence of amplified MYC (**Fig 2 and 8**). More notably, our findings suggest that MYC “releases” biosynthetic and metabolic processes from circadian control in order to be upregulated without regards to oscillation (**Fig 5 and S5 Fig**).

The molecular circadian clock is not disrupted in all cancers, and in particular seems to be maintained (albeit in an altered state) in those driven by mutated HRAS or KRAS [78–80]. In fact, alteration (but not complete ablation) of the circadian clock may enhance MYC expression even in cases where MYC is not amplified, and MYC itself is circadian-regulated and oscillatory in these settings [12,17,43,81,82]. In cancer models where MYC is upregulated (by another oncogene or through circadian disruption), and is still circadian-controlled, MYC does not seem to exert a strong effect in suppressing BMAL1 and ablating rhythmicity of the molecular clock or downstream targets [11,17,43,81,82]. A notable exception is in glioblastoma stem cells (GSCs), where GSCs with amplified MYC maintained oscillation and actually relied on CLOCK and BMAL1 to maintain stemness [83]. A similar necessity for the circadian clock was seen in acute myeloid leukemia stem cells [84]. It may be that GSCs (and other select cancer stem cell populations) with amplified MYC specifically select for rare populations where clock function is somehow maintained. Additional studies are necessary to further define the context of MYC and maintenance of the core circadian clock in tumors that are believed to be driven largely by the cancer stem cell compartment.

We observed that some genes and pathways gained oscillation when MYC was activated (**S2 Fig and S3 Fig**). Generally, fewer pathways were enriched in MYC-ON oscillatory genes than MYC-OFF oscillatory genes, especially when using the ToppFun time-independent approach, indicating some degree of stochasticity in which genes gained oscillation. This was particularly true in SKNAS, where only two gene sets were enriched in MYC-ON in our PSEA analysis (**S3A Fig**). Perhaps not coincidentally, SKNAS also had the highest degree of *MYC* or *MYCN* overexpression of the three cell lines used in this work (**S1A Fig**). One notable group of genes that gained oscillation was cell cycle-related genes in SHEP and U2OS (**S1 Table and S3 Fig**), consistent with the notion that MYC induces cell cycle advance [28]. Interestingly, several recent papers reported that metabolic oscillations associate with active cell cycle, though there was not consensus on whether these oscillations depended on cell cycle progression [85,86]. Thus, it is possible that the metabolic oscillations we observe in MYC-ON (**Fig 8, S8 Fig, S9 Fig**) originate from cell cycle progression and not from the molecular clock. Nonetheless, the source of gene and metabolite oscillations in MYC-ON cells remains unclear. We note that while BMAL1 is suppressed by MYC, its expression is not ablated (**Fig 1, Fig 6** and [31–34,36]). Thus, it is possible that these oscillations originate from residual CLOCK-BMAL1 activity. Indeed, we previously showed that MYC competes with BMAL1 for binding to the *NR1D1* (REV-ERBα) promoter [31]. This is similar to a previously published mechanism whereby the transcription factor USF1 competes with CLOCK-BMAL1 for DNA binding and may alter outputs of the molecular clock [87]. We speculate that MYC, when amplified, may similarly compete for CLOCK-BMAL1 binding sites genome-wide, and oscillations that emerge in MYC-ON cells may arise from new sites occupied by CLOCK-BMAL1 in circumstances where MYC competes for their normal binding sites. It is notable that major perturbations to the molecular clock machinery, such as deletion of REV-ERBα and β, can cause a major remodeling of oscillation transcriptional output and the emergence of many new oscillating genes, as was recently shown in the liver [88]. A future line of inquiry should determine if non-canonical circadian oscillations that emerge in MYC-amplified cancer cells contribute to proliferation or metabolic phenotype.

Metabolic rewiring supports cancer cell proliferation and growth, and our findings suggest that loss of circadian oscillation by MYC may be a feature of metabolic rewiring. This rewiring relies not only on the aberrant expression and activity of enzymes from the glycolytic, oxidative, and biosynthetic pathways but also on optimizing the influx and efflux of nutrients by solute carrier proteins (SLCs) [67]. Notably, all these processes are regulated by oncogenic MYC [29,89]. One example is the loss of rhythmicity we observed in the LAT1 amino acid transporter. LAT1 a heterodimeric transporter complex of LAT1 (*SLC7A5*) with 4F2hc (*SLC3A2*), which is required for LAT1 functional activity, stability, and proper location in the plasma membrane [68]. LAT1 is a key mediator of essential amino acid uptake, promoting amino acid homeostasis and mTORC1 pathway activation in cancer cells, which supports cell proliferation and survival [90,91]. The LAT1 subunit is upregulated in various cancers, while its inhibition reduces tumor growth [91,92]. Our results show that MYC activation ablates oscillation of the LAT1 subunit and increases LAT1 total protein expression and membrane localization (**Fig 6, S6 Fig and S7 Fig**), corroborating previous findings of MYC-dependent upregulation of LAT1 in cancer and T cells [92–96]. MYC effects on LAT1 may rely on transcriptional mechanisms, since MYC binds to E-box regions in the LAT1 promoter [93]. LAT1 forms a heterodimeric transporter complex with 4F2hc, also a MYC target, which is required for LAT1 functional activity, stability, and proper location in the plasma membrane [68,97,98]. 4F2hc harbors four N-glycosylation sites that are required for proper stability and trafficking to the membrane. Mutation of those sites correlates with a lower abundance of LAT1 in the plasma membrane and reduced transport activity [71]. We found in our cancer cell modes that when MYC was activated, increased expression of glycosylated 4F2hc was detected in all three cell lines, and oscillation of 4F2hc was lost in SKNAS (**Fig 6**). The surface expression of LAT1 and intracellular amino acid pools were significantly increased in MYC-ON compared to MYC-OFF cells (**Fig 7**) in U2OS cells, suggesting that MYC disrupts expression and glycosylation oscillations to drive static but highly active transporter states.

Overall, our data bring new mechanistic insights into how MYC disrupts cell-autonomous metabolic circadian oscillation. We speculate that in the MYC-OFF state, the circadian oscillatory expression of transporters and metabolic enzymes as well as the sub-cellular trafficking of metabolite transporters allows for cell metabolism to synchronize with organismal circadian feeding and fasting cycles. In the MYC-ON state, mimicking MYC amplification, we surmise that induced expression of transporters and enzymes is relieved from circadian for heightened anabolic metabolism to support oncogenic cell growth. It remains to be fully determined, however, how this loss of circadian control of metabolism and gain of heightened metabolic flux in MYC-amplified tumor cells may directly contribute to tumorigenesis. In this respect, it is notable that increased glutamine flux with MYC activation in the human lymphoma and mouse liver cancer models is associated with increased tumorigenesis that can be attenuated by blocking glutamine utilization either genetically or pharmacologically [99–101]. Additionally, increased metabolic fluxes by MYC may support oscillations tied to cell cycle or other rhythms to become more predominant and better drive tumor cell growth [85,86,102,103].

Our findings have implications for potential applications of chronotherapy in the treatment of cancer. Chronotherapy is defined as timed administration of a drug or treatment based on circadian information, to maximize efficacy and / or minimize toxicity [104]. Given that the majority of drug targets are likely to be circadian [4], chronotherapy has much promise in cancer biology in particular. However, the question of approach remains: should a chronotherapy strategy be designed to target the tumor at a particular time when it would be most vulnerable, or instead designed to minimize toxicity? These two approaches may be mutually exclusive. Our findings suggest that circadian phenotype of the tumor matters in this question. For those tumors with MYC amplification, drug targets related to metabolism and biosynthesis may lose rhythmicity, which would favor a chronotherapy approach designed to reduce toxicity. Indeed, the Authors of the CYCLOPS study noted that since GLUT2 is only weakly rhythmic in HCC, a cancer often driven by MYC, the use of the GLUT2-targeting streptozocin should be timed to minimize dose-limiting toxicity in the liver and kidney [22]. In contrast, a separate study focusing on molecular clock gene expression in cancer found that many clinically actionable genes, including those related to metabolism, correlated with clock gene expression across cancer types [21]. This suggests that in cancers that retain rhythmicity (such as those driven by RAS mutations), a chronotherapy approach might instead focus on timing treatment for maximum efficacy against targets in the cancer cells themselves. Overall, our findings suggest that MYC amplification, with further study, might emerge as a prognostic indicator for circadian function which could guide chronotherapy treatment options in the future.

### Limitations of study

Several limitations of this study are noted. Cancer cells are continuously proliferating, which makes deconvoluting circadian rhythms and cell cycle oscillations challenging. While we did note that some cell cycle genes and pathways shift to oscillatory expression when MYC was expressed (**S1 Table, S3 Fig**), a system where MYC induces proliferation of quiescent cells would be better suited to determine how MYC induces cell cycle rhythmicity. All studies were performed *in vitro* in cell culture conditions. While these conditions are ideal to determine free-running and cell-autonomous oscillations, particularly of metabolites [10,64,66], it remains to be determined which oscillatory genes and metabolites MYC disrupts *in vivo*. Finally, we noted that many genes and metabolites gained oscillation when MYC was activated, but did not probe the mechanism of these oscillations (**S2, S3, S8, S9 Figs**). Since BMAL1 is suppressed but not eliminated by MYC, it is conceivable that these oscillations arise from residual activity of the molecular clock, blocked from its normal activity by elevated MYC levels. Alternately, these oscillations may arise from active cell cycling or in response to gain in oscillation of specific metabolites with MYC-ON (**S8 and S9 Fig**).

## Methods and materials

### Cell culture and circadian entrainment

U2OS MYC-ER, SHEP N-MYC-ER, and SKNAS N-MYC-ER were described previously [31,105,106]. Cells were cultured in DMEM high glucose (Gibco and Corning) with penicillin-streptomycin (Gibco) and 10% FBS (Hyclone). U2OS MYC-ER cells were cultured with 100 μg/mL Zeocin (Thermo Scientific) except during experiments, to maintain MYC-ER expression. For circadian time-series experiments, cells were plated at 100,000 cells / mL. 24 hours later, cells were treated with ethanol or 0.5 μM 4-hydroxytamoxifen (4OHT) to activate MYC-ER or N-MYC-ER. 24 hours after ethanol or 4OHT treatment, cells were treated with 0.1 μM dexamethasone (Sigma) to entrain the molecular circadian clock. 24 hours after dexamethasone treatment, cells were detached from the plate with trypsin EDTA 0.25% (Gibco) and were collected for RNA in the following intervals: U2OS replicate 1: every 4 hours for 48 hours; U2OS replicate 2: every 2 hours for 48 hours; SHEP replicates 1 and 2: every 4 hours for 52 hours; SKNAS replicate 1: every 4 hours for 52 hours for MYC-OFF, 48 hours for MYC-ON; SKNAS replicate 2: every 4 hours for 48 hours.

### RNA collection and qPCR

Cells were lysed and RNA was isolated using the RNEasy Plus mini kit (Qiagen) or the E.Z.N.A. HP Total RNA Kit (Omega BioTek). RNA was reverse transcribed to cDNA using the ABI Reverse Transcription Reagents system, using oligo dT for priming (Thermo Scientific). qPCR was performed with cDNA using Power Sybr Green Master Mix (Thermo Scientific) or PerfeCTa SYBR Green FastMix (QuantaBio) and with the Viia7 or Quant Studio 5 quantitative PCR machines (Applied Biosystems). Triplicate technical replicates were performed for the indicated transcripts (**Table 1**), outlier replicates (defined as being more than 1 Ct away from other two replicates) were discarded, and relative mRNA was assessed by the ΔΔCt, scaled to the first MYC-OFF timepoint and normalized to *β2M* (β2 microglobulin). Error bars for qPCR experiments are standard error of the mean (S.E.M.). For U2OS qPCR, only the 4-hour resolution timepoints were used for Replicate 2.

**Table 1:** Primer sequences used for qPCR.

Target	Primer sequences (Forward, Reverse)	Source
*ARNTL* (BMAL1)	ACAGAAGCAAACTACAAACCAAC, CGGTCACATCCTACGACAAAC	IDT Hs.PT.56a.2365270.g
*PER2*	GGATGCCCGCCAGAGTCCAGAT, TGTCCACTTTCGAAGACTGGTCGC	(31)
*MYCN*	ACCACAAGGCCCTCAGTA, GCTTCTCCACAGTGACCAC	IDT Hs.PT.58.23025106
*NR1D1* (REV-ERBα)	TGGACTCCAACAACAACACAG, GATGGTGGGAAGTAGGTGGG	(31)
*β2M*	GGCCGAGATGTCTCGCTCCG, TGGAGTACGCTGGATAGCCTCC	(31)

### Protein collection, immunoblot, glycosylation detection, and image quantitation

U2OS MYC-ER, SHEP N-MYC-ER, and SKNAS N-MYC-ER were plated at 100,000 cells / mL. 24 hours later, cells were treated with ethanol or 4-hydroxytamoxifen to activate MYC-ER or N-MYC-ER. 24 hours later, cells were treated with 0.1 μM dexamethasone (Sigma) to entrain the molecular circadian clock. 24 hours after dexamethasone treatment, cells were detached from the plate with trypsin EDTA 0.25% (Gibco) and were collected every 2–4 hours for up to 48 hours. Protein was lysed using the M-Per lysis reagent (Thermo Scientific) with protease inhibitor cocktail (Promega) and phosphatase inhibitors 2 and 3 (Sigma). Lysates incubated on ice for at least 20 minutes, then centrifuged at > 13,000 xg, and supernatant was collected. Protein was quantified using the Bio-Rad DC Protein Assay Kit (Bio-Rad), and lysates of equal concentration were prepared for immunoblot. To detect glycosylated protein, protein samples were prepared with sample buffer that contains 10% glycerol (Sigma) and 5% 2-mercaptoethanol (Sigma), and incubated at room temperature instead of boiled, as previously described [72]. 20 μg of each sample was prepared and run by SDS-PAGE on Bio-Rad Criterion 4–15% 26-well gradient gel (Bio-Rad). For some samples (U2OS CT26, SHEP CT32, SKNAS CT 32), 20 μg was treated with PNGase-F to remove glycosylation marks, according to manufacturer’s instructions (New England Biolabs). For these samples, only 12 μg of protein lysate was loaded onto the Criterion gel. Gels were transferred using the iBlot2 semi-dry blotting system (Thermo Scientific) or Trans-Blot Turbo system (Bio-Rad) to nitrocellulose membranes (Thermo Scientific). The following primary antibodies were used: rabbit anti-4F2hc/CD98 D6O3P mAb (Cell Signaling 13180), rabbit anti-LAT1 (Cell Signaling 5347), rabbit anti-GLUT1 EPR3915 mAb (Abcam ab115730), rabbit anti-REV-ERBα E1Y6D mAb (Cell Signaling 13418), rabbit anti-BMAL1 D2L7G mAb (Cell Signaling 14020) and mouse anti-α-Tubulin DM1A mAb (EMD Millipore CP06-100UG). The following secondary antibodies were used: goat anti-rabbit Alexa Fluor 680 (Thermo Scientific A21109) and goat anti-mouse Alexa Fluor 790 (Thermo Scientific A11357). Membranes were digitally imaged using a Licor Odyssey CLx infrared imager (Licor) or ChemiDoc MP (Bio-Rad) and uniformly contrasted. Images obtained using the Licor imaging system were quantified with the Image Studio Lite v5.2 Software, which calculated the signal for each band by automatically subtracting the top/bottom average background from the total band signal. Images obtained using the Biorad imaging system were quantified with the Image Lab 6.0.1 software, which calculated the signal for each band by automatically subtracting the background from the total band signal. α-Tubulin was used as the loading control and for normalization.

### On-cell western

On-cell western [74] was performed with U2OS MYC-ER cells. 72,000 cells were plated in each well of a 24-well plate, and 24 hours later, treated ± 4OHT for 48 hours. Cells were then fixed with 3.7% paraformaldehyde (Sigma) but not permeabilized. Wells were washed with tris-buffered saline, and stained with primary antibodies mouse anti-LAT1 BU53 (Novus NBP2-50465AF647) or mouse IgG2A isotype control (Novus IC003R), and secondary antibodies goat anti-mouse Alexa Fluor 790 (Thermo Scientific A11357) or CellTag 700 Stain (Licor 926–41090), which is used to quantify total cell number and intensity. The stained plate was then digitally imaged using a Licor Odyssey CLx infrared imager (Licor), and well intensities in both channels (700 nM for CellTag, 800 for LAT1 or isotype control) were quantified using ImageStudio software (Licor). Individual wells were treated as biological replicates, and results are representative of two separate experiments.

### RNA sequencing

RNA-sequencing was performed either at the University of Pennsylvania Genomic and Sequencing Core (U2OS, both replicates), Novogene (SHEP, both replicates, and SKNAS, replicate 1) or the University of Rochester Genomics Research Center (SKNAS, replicate 2). For U2OS, we activated MYC-ER in cells for 24 hours with 4-hydroxytamoxifen (4OHT, MYC-ON), or used vehicle control (MYC-OFF). We then entrained cells circadian rhythms with dexamethasone. 24 hours after dexamethasone treatment, cells were then collected every 4 hours (replicate 1) or 2 hours (replicate 2) for up to 48 hours, and RNA was extracted. CT refers to circadian time, ie, hours after dexamethasone entrainment. RNA at approximately 100 ng/μL was submitted to the University of Pennsylvania Next Generation Sequencing Core, was analyzed by BioAnalyzer and determined to have an average RNA Integrity Number (RIN) of 9.9. RNA-sequencing was performed on ribosome-depleted total RNA (replicate 1) or polyadenylated mRNAs (replicate 2) as 100 base single-end sequencing using an Illumina HiSeq 4000, yielding an average of 74.3 million reads per sample for replicate 1, and 40.9 million reads per sample for replicate 2. For SHEP (both replicates) and SKNAS (replicate 1), we activated N-MYC-ER in cells for 24 hours with 4-hydroxytamoxifen (4OHT, MYC-ON), or used vehicle control (MYC-OFF). We then entrained cells circadian rhythms with dexamethasone. 24 hours after dexamethasone treatment, cells were then collected every 4 hours for up to 52 hours, and RNA was extracted. RNA at approximately 37 ng/μL was submitted to Novogene Co., was analyzed by BioAnalyzer and determined to have an average RNA Integrity Number (RIN) of 9.8. RNA-sequencing was performed on polyadenylated mRNAs using an Illumina NovaSeq 6000 as 150 base paired end sequencing, yielding an average of 54.7 million reads per sample (when adding together both paired ends). For SKNAS replicate 2, we activated N-MYC-ER in cells for 24 hours with 4-hydroxytamoxifen (4OHT, MYC-ON), or used vehicle control (MYC-OFF). We then entrained cells circadian rhythms with dexamethasone. 24 hours after dexamethasone treatment, cells were then collected every 4 hours for up to 48 hours, and RNA was extracted. RNA at approximately 66.67 ng/μL was submitted to the University of Rochester Genomics Research Center (GRC) and was analyzed by TapeStation and determined to have an average RNA Integrity Number (RIN) of 9.3. RNA-sequencing was performed on polyadenylated mRNAs using an Illumina NovaSeq 6000 as 100 base paired end sequencing, yielding an average of 93.1 million reads per sample (when adding together both paired ends). Two biological replicate time-series experiments were performed in each of the three cell lines (SHEP, SKNAS, U2OS).

### Downloading of publicly available RNA-sequencing data: MEF circadian timecourse, macrophage circadian timecourse, and PC3 cells treated with MYCi361

FASTQ files corresponding to a previously published circadian time-series of entrained MEFs in biological triplicate were downloaded from NCBI GEO GSE89018 [43]. FASTQ files corresponding to a previously published experiment of PC3 prostate cancer cells treated with the MYC inhibitor MYCi361 were downloaded from NCBI GEO GSE135876 [41]. Published results of ECHO analysis of a circadian time-series of macrophages were downloaded from supplementary material of a publication (doi: 10.1101/gr.263814.120); RNA-sequencing was processed and mapped / aligned as described [9].

### Processing of raw RNA-sequencing data

For U2OS both replicates, raw reads were processed by the University of Pennsylvania Next Generation Sequencing Core to demultiplex using bcl2fastq2-v2.17.1.14. For SHEP both replicates and SKNAS replicate 1, raw reads were processed by Novogene to demultiplex, remove reads containing adaptors, remove reads containing N > 10% (N represents: the base cannot be determined), and remove reads containing low quality (Qscore< = 5) base which is over 50% of the total base. For SKNAS replicate 2, raw reads were processed by the GRC to demultiplex, then with FASTP to trim adaptors and remove reads that were low quality or too short. MEF and PC3 RNA sequencing data were processed as previously described [41,43]. All processed reads were mapped to transcripts using Salmon 1.3.0 [107] in mapping-based mode for paired-end samples, using a decoy-aware transcriptome built from Gencode v35 GRCh38 primary assembly genome and v35 transcriptome. Transcripts were collapsed to gene-level using Tximport 1.12.3 [108] using Gencode v35 transcriptome. Genes were annotated with symbols using the Ensembl GRCh38.101 transcriptome annotations. Tximport yielded as outputs raw counts, which were used for differential expression analysis, and read and length-normalized TPM (Transcripts per million), which were used for ECHO circadian rhythm analysis.

### Metabolite collection and mass-spectrometry

U2OS MYC-ER were plated at 100,000 cells / mL. 24 hours later, cells were treated with ethanol or 4-hydroxytamoxifen to activate MYC-ER or N-MYC-ER. 24 hours later, cells were treated with 0.1 μM dexamethasone (Sigma) to entrain the molecular circadian clock. 24 hours after dexamethasone treatment, cells were gently scraped from the plate in ice-cold PBS (Gibco), pelleted, and snap frozen. Polar metabolites were extracted with methanol and chloroform and redissolved after drying into an acetonitrile:water mixture using a modified Bligh-Dyer method, as previously described [10,109,110]. Solubilized polar metabolites were subject to ultraperformance liquid chromatography (UPLC) on a Waters Acquity UPLC coupled to a Waters TQD mass spectrometer (Waters Corporation) as previously described [10,111].

Following UPLC, mass spectrometry was performed on a QQQ quadrupole instrumentation, (Xevo TQD or TQS-micro, Waters Corporation), as previously described [10,111]. Specific metabolites were targeted with multiple reaction monitoring, validated against standards and / or mass-spectrometry databases. Note that the panel of standards was heavily altered between when Replicate A and Replicate B were run; hence, these experiments are presented as individual replicates rather than being averaged. Each sample was acquired multiple times, and the sample queue was randomized to remove bias [112]. For each Replicate, the entire set of injections was bracketed by standard metabolites at both the beginning and the end of the run to evaluate instrument performance, sensitivity, and reproducibility.

Mass spectrometry output data were processed as previously described [10], using Waters TargetLynx software (version 4.1), with ion counts processed in R using a custom script. To account for instrument drift, quality control samples, which were a pool of all samples, were injected at the start of every batch for UPLC column equilibration and every 6 injections during mass spectrometry analysis. To normalize each metabolic feature, a LOESS function (locally-weighted scatterplot smoothing) was fitted to the QC data. These values were used for ECHO analysis of circadian rhythmicity. Amino acid quantitation presented in **Fig 7C** and **S7 Fig** were further normalized to cell counts, which were taken every six hours during the time-series described above. Missing cell counts were interpolated from neighboring values.

### Circadian analysis with ECHO, and graphing of circadian data in the R programming language

The Extended Circadian Harmonic Oscillator (ECHO) application [38] was chosen for oscillation analysis of RNA-sequencing and metabolomics data because it uses parametric approaches to determine rhythmicity in dampening oscillators, which are commonly observed in cell lines. ECHO v4.0 was used. *For qPCR data*, *RNA-sequencing data*, *and metabolomics data*, the following parameters were used: paired replicates, unexpressed genes or metabolites removed, linear trends removed, and default parameters for determined if a gene or metabolite is harmonic, overexpressed, or repressed. Genes or metabolites were determined to have circadian rhythmicity if they had a period between 20–28 hours (unless otherwise noted in **Fig 1)**, if the genes were not overexpressed or repressed (ie, sharply increasing or decreasing over the time series by more than an amplitude change coefficient of 0.15), and had a p < 0.05, and a BH.Adj.P < 0.05, except for SKNAS RNA-sequencing. For SKNAS RNA-sequencing, since the two circadian time-series were performed 11 years apart (2012 and 2023) with different SKNAS N-MYC-ER lineages, different RNA isolation techniques, and different RNA-sequencing methods (150 bp vs 100 bp), a slightly more relaxed threshold of a p < 0.05, and a BH.Adj.P < 0.1 was used. *For protein expression data*, the following parameters were used: paired replicates, linear trends removed, smoothing enabled, a tight window of 22–26 hour oscillations, and otherwise default parameters. Proteins were considered oscillatory with a p < 0.05, and a BH.Adj.P < 0.05.

### Graphing of circadian data

For heatmap data in **Fig 2 and 8** and **S2 Fig and S8 Fig**, data were scaled using the Rescale R package to between -2 and 2 for each gene or metabolite, so they could be compared to each other, and then were sorted by phase (‘hours.shifted’). Gene level data are graphed as heatmaps in ggplot2 using the Civvidis colorblind-compliant color scale, and are presented as detrended TPM values (‘original’), while metabolites are presented as computed cosine fit (‘smoothed’), as previously performed [31]. For amplitude comparisons between cell lines and primary cells in **S2A Fig,** median amplitude (‘initial.amplitude’) was calculated for all significant oscillating genes, and graphed with 95% confidence intervals in GraphPad Prism 9.0. For amplitude analysis of MYC-OFF vs MYC-ON in **S2C Fig**, amplitudes (‘initial.amplitude’) of significant oscillators as defined above were plotted with ggplot2 using a mirrored histogram and logarithmic scale. For dot and line plots in **Fig 8** and **S3 and S8 Fig**, dots represent detrended TPM values or normalized abundance metabolite values, and lines represent computed cosine fit, as previously performed [31]. Graphs of protein abundance in **Fig 6** represent averages, with error bars representing S.E.M., of detrended and smoothed protein abundance samples that were previously normalized to Tubulin controls.

### Differential expression with DeSeq2

Differential expression of counts data from MYC-ON vs MYC-OFF was performed using DeSeq2 v1.24.0 [42]. For each cell line, every timepoint from each replicate, where applicable, was used as a biological replicate for MYC-OFF and MYC-ON. The DeSeq2 design included time and condition, the alpha cutoff for significant enrichment was set at 0.05, and the apeglm algorithm [113] was used to normalize and shrink the results (‘lfcshrink’). Genes with a padj ≤ 0.05 log2-fold change (Log2FC) between MYC-ON vs MYC-OFF were determined to be significant and used for further analysis. Differential expression of MYCi361-treated PC3 cells vs control-treated cells [41] was performed on biological replicates using DeSeq2 v1.24.0 with the same strategy, except that time was not included in the DeSeq2 design. For **S6B Fig**, standard error and adjusted P value supplies by DeSeq2 analysis were used for graphs.

### Pathway enrichment workflow: Gene Set Enrichment Analysis (GSEA)

Gene Set Enrichment Analysis (GSEA) was performed using GSEA software v4.0 and the Molecular Signatures Database Human Genesets v7 [56–59]. Genes with a log2-fold change ≥ ± 0.15, representing a 10% or greater change, and a padj ≤ 0.05, were subsetted for GSEA PreRanked, using default parameters. The 10% or greater change cutoff was used because GSEA tests potentially small changes across entire pathways, which may not be represented if only large gene expression changes are included [56–59]. Gene sets with less than 15 genes or more than 500 genes were excluded. GSEA results with an FDR q-value ≤ 0.25 were determined to be significant, as was previously described [56]. Results from molecular signature databases that were not available for Phase Set Enrichment Analysis (below) and for micro RNAs were excluded from analysis for purposes of this manuscript, but full results are available online at FigShare (https://doi.org/10.6084/m9.figshare.c.6754206). GSEA results are presented as normalized enrichment score (NES).

### Pathway enrichment workflow: Phase Set Enrichment Analysis (PSEA)

Phase Set Enrichment Analysis (PSEA) was used to determine which pathways were enriched for genes that oscillated with a similar phase [46]. For each ECHO analysis (MYC-OFF and MYC-ON for SHEP, SKNAS, and U2OS), phases (‘hours.shifted’) from genes determined to have significant circadian oscillation were used along with gene names for PSEA analysis. PSEA v1.1 was run using default parameters, querying for oscillations up to 28 hours, and using the following Molecular Signatures Databases (all v7): C2 (curated gene sets), C3 (regulatory target gene sets), C5 (ontology gene sets), C6 (oncogenic signature gene sets), C7 (immunologic signature gene sets), and H (hallmark gene sets). Gene sets with a Kuiper q-value (vs. background) < 0.2 and p-value (vs. background) <0.1 were determined to be significant. As with GSEA, micro RNA-related results were excluded from analysis for purposes of this manuscript, but full results are available online at FigShare (https://doi.org/10.6084/m9.figshare.c.6754206). For plotting on a polar histogram, results were binned by phase (rounded to the nearest whole number), and plotted on a 28-hour histogram using ggplot2. For bar charts, -logP was computed from the p value of significantly enriched sets, and plotted. For instances where the p value was equal to 0, the–log p value was arbitrarily set to be less than 1 unit higher than the next most significant value in the set.

### Pathway enrichment workflow: ToppFun

ToppFun functional enrichment [49] was used as an alternate method for pathway enrichment of circadian oscillating genes, and genes regulated by MYC. For circadian oscillating genes, all genes that were determined to be significantly rhythmic in each cell line in MYC-OFF or MYC-ON conditions (see “Circadian analysis with ECHO”, above) were entered into ToppFun. For genes regulated by MYC, DeSeq2 for MYC-ON vs MYC-OFF was subsetted for genes with a log2-fold change ≥ ± 0.66, representing a 1.5-fold or greater change, and a padj ≤ 0.05. In all cases, the default background set for each category was used. When an inputted gene was not found, the default suggested alternative was used. Gene sets were limited to between 5 and 500 genes. An FDR.Q of ≤ 0.05 was considered to be significant. For this manuscript, only GO and Pathway analyses were considered and graphed, but full results are available online at FigShare (https://doi.org/10.6084/m9.figshare.c.6754206). For bar charts, -logP was computed from the p value of significantly enriched sets, and plotted. For instances where the p value was equal to 0, the–log p value was arbitrarily set to be less than 1 unit higher than the next most significant value in the set.

### Pathway enrichment workflow: MetaboAnalyst enrichment analysis

MetaboAnalyst enrichment analysis [114] was used to determine enriched pathways among circadian metabolites. Metabolites determined to be circadian in MYC-OFF or MYC-ON conditions (see “Circadian analysis with ECHO”, above) were manually curated by peak phase, as determined by heatmap analysis, into different groups (CT10 and CT20 for MYC-OFF for both Replicates, CT4 and CT16 for MYC-ON Replicate 1, and CT0, CT8, and CT12 for MYC-ON Replicate 2). For each group, KEGG IDs [115] were inputted and compared against default background. Where multiple KEGG IDs existed for a single mass spectrometry peak, the first KEGG ID was used. Metabolites were compared against the KEGG Metabolite set library. Only results with two or more enriched metabolites were used. p ≤ 0.05 was used to determine significance, and–log p is graphed as bar charts. For plotting on a polar histogram, results were binned by phase, and plotted on a 28-hour histogram using ggplot2.

### Statistical analysis

Statistical analysis and tests for significance for ECHO, GSEA, PSEA, DeSeq2, ToppFun, and MetaboAnalyst Enrichment Analysis are described above. For statistical analysis of total protein expression levels, On-cell western, and mass spectrometry quantitation of amino acids, we used Welch’s corrected Student’s t-test (‘Welch’s t-test’, which does not assume equal variance of sample data), with p ≤ 0.05 determined to be significant and marked with an *.

### Raw data, processed data, and code availability

RNA-sequencing data have been uploaded to NCBI GEO and are available at GEO SuperSeries GSE221174, which contains GSE221103 (SHEP both replicates, SKNAS replicate 1), GSE221173 (U2OS both replicates), and GSE237608 (SKNAS replicate 2). For the purposes of this study, we focused on the “top hits” from each of our analyses (PSEA, GSEA, etc), and present them as ranked lists. However, we identified hundreds to thousands of genes and pathways that oscillate in MYC-OFF cells, and thousands of genes and pathways that were up- or down-regulated by MYC when MYC is activated (MYC-ON). For those researchers who wish to probe a specific gene or pathway of interest that was not listed in our top hits, complete tables and all input data (including metabolomic data) are freely available online at FigShare (https://doi.org/10.6084/m9.figshare.c.6754206).

### Statement on colorblind compliance

All color schemes have been specifically chosen to be easily distinguishable by those with any variety of colorblindness. Colors for graphs and Venn diagrams were chosen using Colorblind Universal Design (https://jfly.uni-koeln.de/color/, acknowledgements to Dr. Masataka Okabe of the Jikei Medial School, Japan, and Dr. Kei Ito of the University of Tokyo, Institute for Molecular and Cellular Biosciences, Japan). Heat maps in R were generated using the Cividis color scale, which is adapted to colorblindness [116].

## Supporting information

S1 Table An independent methodology reveals oscillating gene pathways in MYC-inducible cells. Genes from SHEP N-MYC-ER, SKNAS-N-MYC-ER or U2OS MYC-ER MYC-OFF or MYC-ON that were deemed oscillatory by ECHO, without regards to their phase, were analyzed for pathway enrichment with the ToppFun suite, and pathways with FDR B&H < 0.05 were deemed significant. The most highly enriched pathways from the Pathway and GO libraries are shown in the table, ranked by–LogP.
(XLSX) Click here for additional data file.

S1 Fig MYC and N-MYC are overexpressed in MYC-ER and N-MYC-ER-expressing cells, and naturally overexpressed MYC controls circadian gene expression. **A.** *MYCN* was determined in parental SKNAS, SKNAS N-MYC-ER, or SHEP N-MYC-ER by qPCR in n = 3 replicates by quantitative PCR (qPCR), normalized to β2M. *MYCN* overexpression is shown relative to parental SKNAS, since SHEP do not express *MYCN*. **B.** C-MYC-ER or endogenous c-MYC (endo) are shown in n = 3 immunoblot replicates, and quantitation is shown in the right panel, relative to Tubulin. **C.** The PC3 prostate cancer cell line, known to express high MYC, was treated with 6 μM of the MYC inhibitor MYCi361 for 24 hours in biological triplicates, as previously published [41]. Raw RNA-sequencing data was downloaded and processed (see **Methods**), and Deseq2 was used to compare cells ± MYCi361. Log2FC of indicated genes is shown. For **A,B**, error bars are standard error of the mean (S.E.M.) and ** is p < 0.01 and * is p < 0.05 by Welch’s Corrected Student’s T-test. For **C**, error bars are Standard Error as calculated by DeSeq2, and * indicates padj < 0.005.
(TIFF) Click here for additional data file.

S2 Fig Comparison of MYC-OFF oscillation to transcriptomic oscillation in primary cells, and impact of MYC on gain of oscillation. **A.** The median initial amplitude (absolute, abs) of oscillating genes in SHEP, SKNAS, and U2OS MYC-OFF, as determined by ECHO and shown in **Fig 2**, was compared to previously published ECHO analysis of time-series RNA-sequencing of entrained primary macrophages (n = 3 biological replicates) or new ECHO analysis of previously published and downloaded time-series RNA-sequencing of entrained primary mouse embryonic fibroblasts (n = 4 biological replicates, see **Methods**) [9,43]. Error bars represent 95% confidence intervals. **B.** RNA-sequencing was performed on SHEP N-MYC-ER, SKNAS-N-MYC-ER or U2OS MYC-ER ± 4OHT and + dexamethasone, with RNA samples collected every 2–4 hours at the indicated timepoints. RNA was analyzed for rhythmicity by ECHO for both MYC-OFF and MYC-ON, with genes with a 20–28 hour period and with BH.Adj.P.Value < 0.05 deemed to be rhythmic. These genes were sorted by phase and are presented in a heatmap for MYC-ON. For MYC-OFF, the same genes that are rhythmic in MYC-OFF are presented in the same order, but with MYC-OFF values instead. N = 2 time series were used for each cell line. **C.** The amplitude of oscillation of each gene in MYC-OFF and MYC-ON, as determined by ECHO, was graphed as a mirrored density plot to allow direct comparison between each condition, with MYC-OFF on the top and MYC-ON on the bottom.
(TIFF) Click here for additional data file.

S3 Fig MYC induces an alternate oscillatory program that includes cell cycle. **A.** The pathways deemed to be significantly oscillatory in MYC-ON cells by PSEA (20–28 hr period, q-value (vs. background) < 0.2 and p-value (vs. background) <0.1) for each cell line were binned and graphed on a polar histogram. The scale for each histogram is on the left side. Overlap of oscillatory programs by Venn diagram is also shown. **B.** The identity of oscillatory programs in MYC-ON cells from (**A**) are plotted by average of–LogP from each cell line of overlap. The most highly significant pathways (up to 10) for each overlap are shown. **C,D.** Cell cycle genes deemed to be oscillating by ECHO for MYC-OFF and MYC-ON SHEP (**C**) and U2OS (**D**) are graphed, with dots representing the RNA-sequencing TPM values, and lines indicating the fitted oscillation curves as calculated by ECHO. Genes with a green border are oscillatory in both MYC-OFF and MYC-ON.
(TIFF) Click here for additional data file.

S4 Fig The most altered genes by MYC correlate with changes in biosynthesis, metabolism, and cell attachment. **A.** Differential expression analysis, using DeSeq2, was performed on MYC-ON vs MYC-OFF for SHEP N-MYC-ER, SKNAS-N-MYC-ER or U2OS MYC-ER, with p.adj < 0.05 deemed significant. Genes that were up- or down-regulated in MYC-ON by at least 1.5-fold are shown. **B,C.** Venn diagram of the overlap of 1.5-fold upregulated (**B**) and downregulated (**C**) genes by MYC. **D, E.** Genes that were upregulated or downregulated in all 3 cell lines were subjected to pathway analysis with the ToppFun suite, and pathways with FDR B&H < 0.05 were deemed significant. For upregulated (**D**) and downregulated (**E**) genes, the most highly enriched pathways from the Pathway and GO libraries are shown in the table, ranked by–LogP.
(TIFF) Click here for additional data file.

S5 Fig A gene-centric methodology reveals pathways that shift from oscillatory to MYC-regulated. **A.** Illustration of workflow to identify genes that lose oscillation when MYC is activated (by ECHO), which of these genes become up- or down-regulated by MYC (using DeSeq2), and analysis of these genes for pathway enrichment by ToppFun. **B-D.** Venn diagram from SHEP N-N-MYC-ER (**B**), SKNAS N-MYC-ER (**C**), or U2OS MYC-ER (**D**) of genes (identified by ECHO) that were circadian in MYC-OFF (center, green), and lost oscillation and became either downregulated (left, pink) or upregulated (right, tan) in MYC-ON (identified by DeSeq2). Bottom section shows the most highly enriched upregulated pathways in each cell line, as identified by ToppFun enrichment from the Pathway and GO libraries of genes that lost oscillation and became upregulated. Pathways are ranked by–LogP, and FDR B&H < 0.05 for all pathways. For SKNAS, we focused on output pathways; full results, including the most enriched pathways that correspond to the molecular circadian clock are available at Figshare, doi: 10.6084/m9.figshare.23729373..
(TIFF) Click here for additional data file.

S6 Fig MYC upregulates mRNA and protein levels of several amino acid transporters, and affects molecular clock protein levels. **A.** Immunoblots in **Fig 6** were quantified, relative to Tubulin, for each indicated protein, and MYC-ON was compared to MYC-OFF for each band and each replicate regardless of time. **B.** Log2 Fold Change in mRNA expression levels, from DeSeq2 analysis of RNA sequencing, of SLC7A5 (LAT1) and SLC3A2 (4F2HC) in U2OS MYC-ER, SHEP N-MYC-ER and in SKNAS MYC-ER under MYC-ON (4OHT) compared with MYC-OFF (Ethanol) condition. For (**A**), error bars are S.E.M, and for (**B**), error bars are standard error of Log2FC as calculated by DeSeq2. For both panels, **** is p < 0.0001, *** is p < 0.001, and * is p < 0.05 by Welch’s corrected Student’s T test (**A**) and adjusted P value from DeSeq2 (**B**).
(TIFF) Click here for additional data file.

S7 Fig MYC enhances intracellular amino acid pools. A replicate experiment (Replicate B) of **Fig 7C** was performed. LC-Mass spectrometry was performed on U2OS MYC-ER treated ± 4OHT for at least 48 hours. N = 25 circadian timepoints for MYC-OFF and MYC-ON were averaged as biological replicates, normalized to cell number for each collection. **** is p < 0.0001, *** is p < 0.001, ** is p < 0.01, and * is p < 0.05 by Welch’s corrected Student’s T test.
(TIFF) Click here for additional data file.

S8 Fig MYC disrupts cell autonomous oscillations in a replicate experiment, and induces alternate oscillations. **A.** An independent replicate (‘Replicate B’) of time-series metabolite collection from U2OS MYC-ER cells was performed in an identical fashion to that described in **Fig 8A**. Rhythmicity was assessed by ECHO for both MYC-OFF and MYC-ON, with metabolites with a 20–28 hour period and with BH.Adj.P.Value < 0.05 deemed rhythmic. These metabolites were sorted by phase and are presented in a heatmap for MYC-OFF. For MYC-ON, the same metabolites that are rhythmic in MYC-OFF are presented in the same order, but with MYC-ON values instead. **B.** Metabolites from Replicate B deemed to be oscillating by ECHO for MYC-OFF are graphed, with dots representing the relative abundance values, and lines indicating the fitted oscillation curves as calculated by ECHO. Metabolites with a green border are oscillatory in both MYC-OFF and MYC-ON. **C, D. For Replicate A** (**C**) from **Fig 8**, and **Replicate B** (**D**), metabolites deemed oscillatory from MYC-ON are shown, sorted by phase. For MYC-OFF, the same metabolites that are rhythmic in MYC-ON are presented, but with MYC-OFF values instead.
(TIFF) Click here for additional data file.

S9 Fig MYC disrupts metabolic circadian programming. **A,B.** KEGG enrichment analysis was performed on metabolites that peaked in the indicated phases from Replicate B in MYC-OFF (**A**) or MYC-ON (**B**) conditions, and significantly enriched pathways were graphed on a polar histogram. For each histogram, the scale is on the left side. Pathways with a p < 0.05 were deemed significant and are graphed.
(TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

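The data analysed are RNA-sequencing values of SKNAS N-MYC-ER cells from series replicate 2, with 13 MYC-OFF libraries treated with ethanol and 13 MYC-ON libraries treated with 0.5 μM 4OHT from 24 hours before dexamethasone. All were entrained with 0.1 μM dexamethasone and collected every 4 hours from CT24 to CT72. Conditions were taken from the sample titles and the paper's methods. The deposited treatment label names 4OHT (MYC-ON) and dexamethasone for all 26 libraries, the 13 titled MYC-OFF included, so it does not tell the conditions apart. The authors deposited TPM per gene, made with FASTP, Salmon 1.3.0, the Gencode v35 transcripts of GRCh38, Tximport 1.12.3 and gene symbols of Ensembl 101. Among the genes listed, 38211 had a TPM above 0 in at least 1 library. The TPM do not give the number of reads, and the paper gives it only as an average per sample. The depth of each library and the counting error of a gene are thus unknown, and precision was taken from the spread between time points.

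Oscillation was fitted in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A damped or growing cosine was fitted to linearly detrended TPM, with periods of 8 to 48 hours in steps of 0.5 hours and damping coefficients up to 0.3 in size in steps of 0.02. The amplitude is that of the fit at CT24. The 24-hour cosine, the MYC effect and its change between CT24 to CT44 and CT48 to CT72 were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.5), and families with camera. P-values were adjusted by the Benjamini-Hochberg method, at 0.05 for the MYC effect and 0.1 for rhythms. Figures were drawn with matplotlib 3.10.9. Coordinates are from GENCODE v44.

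MYC-ON was compared with MYC-OFF with the time point as a factor, so each of the 13 time points enters as a pair. For splits, the conditions were swapped at randomly chosen time points, and for orders, the time points were put in random order, 99 times each beside the real arrangement. A partial swap keeps part of the MYC effect, so the difference in rhythm was also tested with swaps after the mean and linear trend of each condition were removed. Correlations were tested with 100000.0 permutations.

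The genes named are those the paper names, those with the largest rise or fall in the same direction at all 13 time points, those with the lowest Kendall p, and members of the core clock and of the gene families, a rule set before their values were seen. Genes with a changed MYC effect between CT24 to CT44 and CT48 to CT72, and *ESR1*, lie outside this rule, and were chosen after their values were seen.

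The alternatives changed the pseudocount, the filter on low values, the scaling of the TPM, the handling of the time point, the part of the series used, the trend, the period range, the source of the p-value, and whether CT24 or CT72 was used. The steps were tested on simulated data, with noise drawn independently for each gene, so differences between libraries that many genes share were not simulated. Among 21175 simulated genes holding noise alone, the oscillator step called 2463, and 88.9% had a Kendall p under 0.05. Of 200.0 genes with a cosine of 3 times the noise SD it called 100.0% at a period of 24 hours, 77.5% at 20.0 hours and 41.5% at 28 hours, and with 1 SD it called 59%, 43% and 35.5%. Among 15918 simulated genes, limma called 86.5% of the 200 genes given a MYC effect of 0.5 on the log2 scale and 19% of 200 given 0.2.

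ECHO, PSEA, GSEA and ToppFun were not used here. Replicate 1 of SKNAS, the other cell lines, and the qPCR, protein and metabolite data were not analysed here.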

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

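The comparison of endogenous *MYC* with *MYCN* and the test of *ESR1* were chosen only after the result was seen, and leaving out CT60 and CT68 was chosen after these libraries were seen to lie apart.

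The MYC effect of 5 genes differed between CT24 to CT44 and CT48 to CT72 in SKNAS replicate 2 (limma, interaction of condition and part of the series, adjusted p = 0.0377 for each), which is a difference between groups of time points. The difference in log2 fold change, later minus earlier, was 0.85 for *H2BC5*, 0.95 for *SAMD11*, 0.88 for *CCND2*, 1.04 for *RASGRP3* and 1.15 for *EMCN*. The earlier log2 fold changes were -1.18, -0.10, 2.51, 0.93 and -0.87 in the same order. Over the whole series, *H2BC5* was lower in MYC-ON at 12 of 13 time points, *SAMD11* higher at 9, *CCND2* and *RASGRP3* higher at 13 and *EMCN* lower at 7. The number of genes ranged from 0 to 54 over the alternatives set beforehand. In random divisions of the 13 time points into 6 and 7, 1 of 100, the real one, gave as many genes, and the others gave at most 4. At an unadjusted p under 0.05 there were 1564 genes, and 17 of 100 divisions gave as many. A technical explanation is that CT60 and CT68 of MYC-ON lie apart from the other MYC-ON libraries. With 2 MYC-ON libraries apart from the others left out with their MYC-OFF pairs, 1 gene passed, while the number with an unadjusted p under 0.05 was 1759. The difference may therefore come in part from these libraries, although the effect of having 4 fewer libraries was not tested separately. The biological explanation the design gives, a longer time after MYC activation and dexamethasone, cannot be told apart from it.

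Endogenous *MYC*, which the paper does not report from these data, fell in MYC-ON from 7.82 ± 0.751 TPM to 1.82 ± 0.449 TPM (SD, n = 13 time points), a log2 fold change of -1.86 (limma adjusted p = 1.10e-12), lower at 13 of 13 time points and between -2.07 and -1.66 over the alternatives. Reads of the *MYCN* transgene assigned to *MYC* would raise *MYC* where *MYCN* rises, and the log2 fold change of *MYCN* was 0.29, in the other direction. Other technical explanations were not tested. A candidate explanation is repression of endogenous *MYC* by N-MYC-ER, which these data do not test.

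*ESR1* was listed at 118 ± 6.62 TPM in MYC-OFF and 149 ± 14.2 TPM in MYC-ON (SD, n = 13), a log2 fold change of 0.34 (limma adjusted p = 1.59e-07), higher at 13 of 13 time points and between 0.22 and 0.37 over the alternatives. The paper analyses these data, but its text does not mention *ESR1*. Gene-level TPM do not part reads of an estrogen receptor sequence in the transgene from those of the endogenous gene, and no explanation was tested.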

How the results depend on the processing

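All the tests of chance behind these results are given in the other parts, and the values here come from alternative settings. The settings were chosen before the data were examined, except for leaving out CT60 and CT68 of MYC-ON with their MYC-OFF pairs, leaving out mitochondrially encoded genes with TPM rescaled, and a cubic trend, which were chosen after seeing the data. By replicate number, no paired analysis was possible because every library carries replicate number 2, so the libraries were paired by time point in the model, and with the time point left out 5385 genes were raised and 6412 lowered.

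The numbers of genes raised or lowered stayed within 1.5 times their value in all 10 alternatives, from 4503 to 6112 raised and from 4875 to 7409 lowered by 10%. Between 6 and 8 of the 13 families passed. The odds ratio of clock genes in MYC-OFF stayed between 2.59 and 3.95 in the 8 alternatives that gave one. The limma tests of a 24-hour rhythm gave 0 genes in MYC-OFF, in MYC-ON and for their difference in all 7 alternatives each, against 656, 488 and 412 genes at an unadjusted p under 0.05 (2177, 818 and 1749 with a 28-hour period).

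Other results changed, and the cause was not tested. The number of genes whose MYC effect differs between CT24 to CT44 and CT48 to CT72 was 0 with a pseudocount of 0.1, 10 with a pseudocount of 1, 1 with no filter beyond a TPM above 0, 2 with a TPM of at least 1 in all 26 samples, 0 with size factors, 0 with quantile normalization, 14 with the time point left out of the model, 54 with time as a linear covariate and 1 with CT60 and CT68 left out. At an unadjusted p under 0.05 the settings with 0 had 1536, 1649 and 1710 genes.

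With the linear trend kept, the median amplitude was 0.866 TPM in MYC-OFF and 0.305 TPM in MYC-ON, the odds ratio of clock genes in MYC-ON turned to 1.20 (p = 0.684) and the share lost was 93.6%. With the period searched from 20 to 28 h only, 8288 and 5084 genes oscillated with median amplitudes of 1.10 and 0.315 TPM, the odds ratio in MYC-ON was 1.62 (p = 0.333), the shares lost and gained were 78.1% and 64.2%, and 1764 raised and 2028 lowered genes lost oscillation. With a mean TPM of at least 1, 1264 and 942 genes oscillated with medians of 1.79 and 0.832 TPM, the odds ratio was 1.32 (p = 0.665) and the share lost 93.4%. With p from fits to randomly reordered time points, 0 genes oscillated in MYC-OFF and 0 in MYC-ON, so 0 raised and 0 lowered genes lost oscillation, against 918 and 945 genes at an unadjusted p under 0.05. The 24-hour harmonic model in limma likewise gave 0, 0, 0 and 0. Neither gives a share, an amplitude or an odds ratio. With CT24 left out, the amplitude in MYC-OFF was 0.498 TPM and the share gained 93.1%. With CT72 left out, the amplitudes were 0.887 and 0.343 TPM, the odds ratio in MYC-ON 1.81 (p = 0.416) and the share gained 88.9%. With size factors, the amplitude in MYC-OFF was 0.593 TPM and the odds ratio in MYC-ON 2.03 (p = 0.163). The amplitude extrapolated to CT0 was 0.939 and 0.224 TPM.

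The median log2 fold change of cytosolic ribosomal proteins reversed to -0.015 with quantile normalization, -0.012 at CT48 to CT72 only, -0.031 with CT60 and CT68 left out and -0.024 with mitochondrially encoded genes left out, and that of mitotic genes to -0.0070 in the last. That rescaling moved the median of all genes from -0.05 to -0.08, so a change of sign near 0 under it does not single out these families. Single genes reversed with quantile normalization (*CLOCK* 0.050, *CSNK1D* -0.036), at CT24 to CT44 only (*CLOCK* 9.7e-04, *CSNK1D* -0.068, *SAMD11* -0.097, *SUZ12P1* -0.090), at CT48 to CT72 only (*EMCN* 0.28), with CT60 and CT68 left out (*CLOCK* 0.040, *SUZ12P1* -0.019) and with mitochondrially encoded genes left out (*SUZ12P1* -0.022). Of other family results, 4 were stronger and 1 weaker. Of single genes, 2 were stronger and 4 weaker for the MYC effect, and 51 stronger and 82 weaker for oscillation. The paper gives the depth only as an average per sample, so what the depth of each library limits cannot be given.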

Differences from the paper's values

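In SKNAS MYC-OFF replicate 2, 2045 genes were called oscillating, against the paper's value of about 850 in Fig. 2A, read by eye. The paper's value comes from ECHO on both SKNAS replicates, and the value here from a refitted model on replicate 2 alone. The values are thus not like for like, and what this contributes to the gap was not tested. Of the alternatives set before the data were examined, a mean TPM of at least 1 gave 1264 genes, within 1.5 times the paper's value. Keeping the linear trend (2072), the period searched from 20 to 28 h only (8288), an adjusted p under 0.05 (2045), log2 values (2050), p from reordered time points (0, with 918 genes at an unadjusted p under 0.05), the 24-hour harmonic model in limma (0, with 656 genes at an unadjusted p under 0.05), CT24 left out (1561), CT72 left out (2383) and size factors (1957) did not.

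Genes called oscillating in both conditions numbered 168, against the paper's value of about 28 in Fig. 2A, read by eye. The paper's number again rests on ECHO and both replicates, which none of the alternatives used. None of the alternatives set before the data were examined closed the gap, with 83 genes at a mean TPM of at least 1, 115 with CT24 left out, 133 with the linear trend kept, 157 with log2 values, 168 with an adjusted p under 0.05, 175 with CT72 left out, 182 with size factors, 1818 with the period searched from 20 to 28 h only, and 0 with p from reordered time points or the 24-hour harmonic model.

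The paper names *PER3* among the genes that oscillate in SKNAS MYC-OFF. The paper's call uses ECHO on both replicates. In replicate 2 alone, with the model refitted here, the best fit of *PER3* had a period of 8 hours. It was not called, except with the period searched from 20 to 28 h only. The paper states that ribosome, tRNA, mitochondrial and cell cycle programs go from oscillating to upregulated. Here 1 of 78 mitochondrial ribosomal proteins, 1 of 42 ribosome biogenesis factors, 1 of 35 aminoacyl-tRNA synthetases, 1 of 35 mitotic genes and 0 of 29 S phase genes did. The paper states no common direction for the change in amplitude across cell lines. In SKNAS replicate 2 the median was 0.672 TPM in MYC-OFF and 0.258 TPM in MYC-ON, a difference that was not tested. The genes called in MYC-ON were expressed at a lower level, with a median mean of 1.16 TPM against 2.86 TPM in MYC-OFF. Relative to the mean of the gene, the median amplitude was 22.5% in MYC-OFF and 19.2% in MYC-ON.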

Other observations

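Chosen only after the result was seen were the tests of oscillating genes in MYC-OFF and MYC-ON against reordered time points, of the median log2 fold change of families against swapped conditions, of a 24-hour rhythm beside a cubic trend against reordered time points, and of the difference in rhythm against swaps made after the mean and linear trend of each condition were removed.

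The order of the time points was tested as an explanation for the calls of rhythm. Of 100 orders of the time points, the real one included, 57 gave as many oscillating genes in MYC-OFF and 74 in MYC-ON, and 25 gave as large a share of genes called in MYC-OFF alone. With calls in both conditions independent of each other, Fisher's exact p for the overlap was 0.487. At an unadjusted p under 0.05 in limma, 38 orders gave as many genes with a 24-hour rhythm in MYC-OFF and 53 in MYC-ON, 6 and 34 gave as many with a 28-hour rhythm, and 8 and 55 as many with a 24-hour rhythm beside a cubic trend. For the difference in rhythm between the conditions, 65 of 100 splits gave as many genes, but a swap carries the MYC effect into the rhythm, so this count decides nothing. With the mean and linear trend of each condition removed before the swaps, 55 of 100 splits gave as many genes. The number of genes called, and the share lost, are thus no larger than a chance order of the time points gives. A slow drift through the series that a straight line leaves in the data was tested as an explanation for the 2177 genes with an unadjusted p under 0.05 for a 28-hour rhythm in MYC-OFF, and 1726 were found beside a cubic trend, where 5% of the genes is 796. With a linear trend the number rose with the period, from 345 at 20.0 hours and 656 at 24 hours to 3941 at 32 hours and 4661 at 36 hours, and beside a cubic trend it was 1012, 1607, 1690.0 and 1684, so a slow drift or a long period may account for part of the 2177.

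Clock genes were tested apart from the rest. As many of them were called oscillating in 16 of 100 orders in MYC-OFF and in 70 in MYC-ON. In limma's test of a 24-hour cosine, clock genes had an unadjusted p under 0.05 more often than other genes in MYC-OFF (Fisher's exact p = 3.41e-04, as many in 2 of 100 orders), and not in MYC-ON (p = 0.527, as many in 58 of 100 orders). A hypothesis is that a 24-hour rhythm of clock genes in MYC-OFF may be present in these data while that of other genes was not told apart from a chance order. For the difference in rhythm, 4 of the 24 clock genes had an unadjusted p under 0.05 (Fisher's exact p = 0.00312), and *TEF*, with amplitudes of 0.47 in MYC-OFF and 0.13 in MYC-ON on the log2 scale, had a limma adjusted p of 0.0151 over the clock genes. As many clock genes were found in 8 of 100 swaps made after the mean and linear trend of each condition were removed, so their number was not told apart from these swaps, and *TEF* alone was not set against them. Replicate 1 would test both. The clock genes were not tested without the MYC-ON libraries of CT60 and CT68, which may account for part of the contrast between the conditions.

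For the MYC effect, 1 of 100 splits, the real one, gave as many genes raised by 10%, 1 as many lowered by 10%, 1 as many raised 1.5-fold and 1 as many lowered 1.5-fold. As many families passed in 38 of 100 splits, since a partial swap keeps part of the MYC effect and the family test compares genes within a split. The median log2 fold change of each family that passed was as large in 1 of 100 splits, the real one, but so was that of laminins, cadherins, S phase genes and glucocorticoid-induced genes, which did not pass, so this test does not single out the families that passed. Across genes, Pearson's r of the MYC effect was -0.0572 with transcript length and 0.0365 with GC content.

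The MYC-ON libraries of CT60 and CT68 lie apart from the other 11, with second principal component scores of 39.7 and 26.9 against -26.8 to 9.07, where -26.8 is that of CT72 alone, about as far out on the other side as CT68. Pearson's r with the median of the condition was 0.986 for CT60, 0.990 for CT68, 0.991 for CT72 and, in MYC-OFF, 0.988 for CT44, so CT68 is not set apart from CT72 by this measure. Across 15869 genes, their deviation had a Pearson's r of -0.354 with transcript length and of 0.0526 with GC content. Its slope on the MYC effect was -0.0233, where RNA of MYC-OFF cells in the libraries would give a clearly negative slope. The 100 highest genes took 31.2% and 31.6% of their TPM, against up to 31.3% in the other MYC-ON libraries and up to 34.4% in MYC-OFF libraries, so a share of this size is not special to the pair. A length-dependent difference in RNA quality or library preparation may therefore set them apart, and no biological explanation was tested.

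*NR1D1*, which represses *ARNTL*, was tested for an inverse relation within each condition. In MYC-OFF, Pearson's r was -0.0380 (permutation p = 0.901, Spearman's rho = -0.126, p = 0.683, r = -0.410 without the 2 farthest libraries), and in MYC-ON it was -0.195 (permutation p = 0.516, rho = -0.137, p = 0.654, r = 0.169 without the 2 farthest). The Benjamini-Hochberg adjusted p was 0.901 for both, and the number of time points was 13 each. Between the conditions, *NR1D1* rose from 6.01 ± 0.914 to 51.6 ± 6.76 TPM (log2 fold change 3.00) and *ARNTL* fell from 20.3 ± 2.47 to 4.18 ± 1.36 TPM (log2 fold change -2.19), each at 13 of 13 time points (SD, n = 13). *NR1D2* and *PER1* had log2 fold changes of 1.50 and 0.97, each higher at 13 time points, and *CLOCK* one of -0.09 (limma adjusted p = 0.421, from 0.281 to 0.992 over the alternatives, higher at 7 time points). *SLC2A1* had one of -0.25 (limma adjusted p = 0.00791, from 6.86e-04 to 0.156 over the alternatives), lower at 10 of 13 time points.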
